# Verteporfin inhibits gastric cancer cell growth by suppressing adhesion molecule FAT1

**DOI:** 10.18632/oncotarget.21946

**Published:** 2017-10-19

**Authors:** Myoung-Hee Kang, Gi Seok Jeong, Duane T. Smoot, Hassan Ashktorab, Chang Mo Hwang, Byung Sik Kim, Hee Sung Kim, Yun-Yong Park

**Keywords:** verteporfin, gastric cancer, FAT1, metastasis

## Abstract

Gastric cancer (GC) is a leading cause of death worldwide and in urgent need of targeted drug development. In the current, we investigated the ability of a repositioned drug verteporfin (VP), originally a treatment for macular degeneration, to inhibit GC cell growth. VP inhibited growth of various GC cell lines. Gene expression profiling of GC cell lines treated with VP revealed that migration-related genes and those with oncogenic potential were down-regulated. Of these genes, we found that FAT1, an adhesion molecule promoting cell invasion, was highly suppressed by VP. Silencing of FAT1 suppressed cell migration and invasion as VP did. FAT1 expression was up-regulated in tumors, and patients with high FAT1-expressing tumors had a worse prognosis. We propose that VP- targeting FAT1 to suppress metastatic potential is a promising therapeutic strategy against GC.

## INTRODUCTION

Gastric cancer (GC) is the predominant lethal cancer in Asia [6]. Traditionally, the standard treatment in cases of early GC (stage I and II) is surgical resection, often accompanied by adjuvant chemotherapy [8]. Although recently, targeted molecular therapeutics such as trastuzumab directed against the HER2 receptor and bevacizumab against vascular endothelial growth factor (VEGF)-A have been developed for and used successfully to treat certain cancers, there are none with more than limited efficacy in GC [22], suggesting the urgent need to identify new molecular targets for this disease [5], [23].

Verteporfin (VP), a drug widely used to treat macular degeneration, was recently identified through a drug repositioning strategy as an agent for the treatment of cancer [11]. VP acts as a transcriptional inhibitor of the direct interaction between YAP1 and TEAD, suppressing the oncogenic activity of the YAP1-TEAD complex [11]. Studies of a mouse model of liver cancer and an *in vitro* colon cancer model suggest that VP has efficacy for the treatment of the cancer [11], [25]; however, the mechanism by which VP inhibits cancer growth is poorly understood and VP has not so far been investigated for any therapeutic effects in GC.

Originally used to eliminate the abnormal blood vessels that occur with macular degeneration [19], VP accumulates in these vessels and, when stimulated by non-thermal red light at 689 nm, produces highly reactive short-lived singlet oxygen, resulting in local damage to the endothelium and blockage of the vessels [10].

Tumor metastasis is the main cause of death in cancer patients [1]. In GC, lymph node (LN) metastasis is common and the lymphatic vessels are an important route [1]. Since VP can eliminate blood vessel formation, it is speculated that VP could be used to suppress tumor progression by affecting the lymphatic vessels via which cells metastasize [2].

In the current study, we investigated VP as a potential therapeutic agent for GC. We demonstrate using various assays, including human organoids, a xenografted mouse model, and a 3D microfluidic channel system, that VP inhibits GC cell proliferation, cell migration, and invasion. Gene expression profiling of GC cell lines after treatment with VP revealed that FAT Atypical Cadherin 1 (FAT1) expression was diminished and therefore FAT1 is a potential target of VP. FAT1 expression is up-regulated in GC tumors from patients and is associated with a bad prognosis. Furthermore, FAT1 expression is associated with cell migration and invasion. Our study provides evidence that VP is a potential therapeutic agent for GC targeting FAT1, and that FAT1 is a potential therapeutic target for the treatment of GC.

## RESULTS

### Verteporfin inhibits GC cell proliferation

To investigate whether VP is effective against GC, we first performed cell proliferation assays and colony-forming assays on GC cell lines AGS, NCI-N87, MKN1, MKN45, and SNU638 treated with VP. VP efficiently inhibited cell proliferation in a time- and dose-dependent manner (Figure 1a). VP did not inhibit cell proliferation of the normal gastric epithelial cell line HFE145, suggesting that VP is selectively effective on GC cell lines (Figure 1a). Colony-forming ability was significantly decreased in the VP-treated GC cell lines (Figure 1b). To investigate the efficacy of VP *in vivo*, we treated mice bearing NCI-N87 xenografts with VP. When tumors reached an average size of 100mm^3^, treatment was then initiated with VP (10mg/kg) injected intraperitoneally at 2 day intervals for 3weeks. Consistent with observations *in vitro*, tumor volume and tumor weight but not body weight was significantly reduced upon treatment with VP (Figure 1c, 1d and Supplementary Figure 1). That proliferation was reduced by treatment with VP in the xenograft samples was confirmed by examining expression of the cell proliferation marker Ki67 by IHC (Figure 1e).

**Figure 1:**
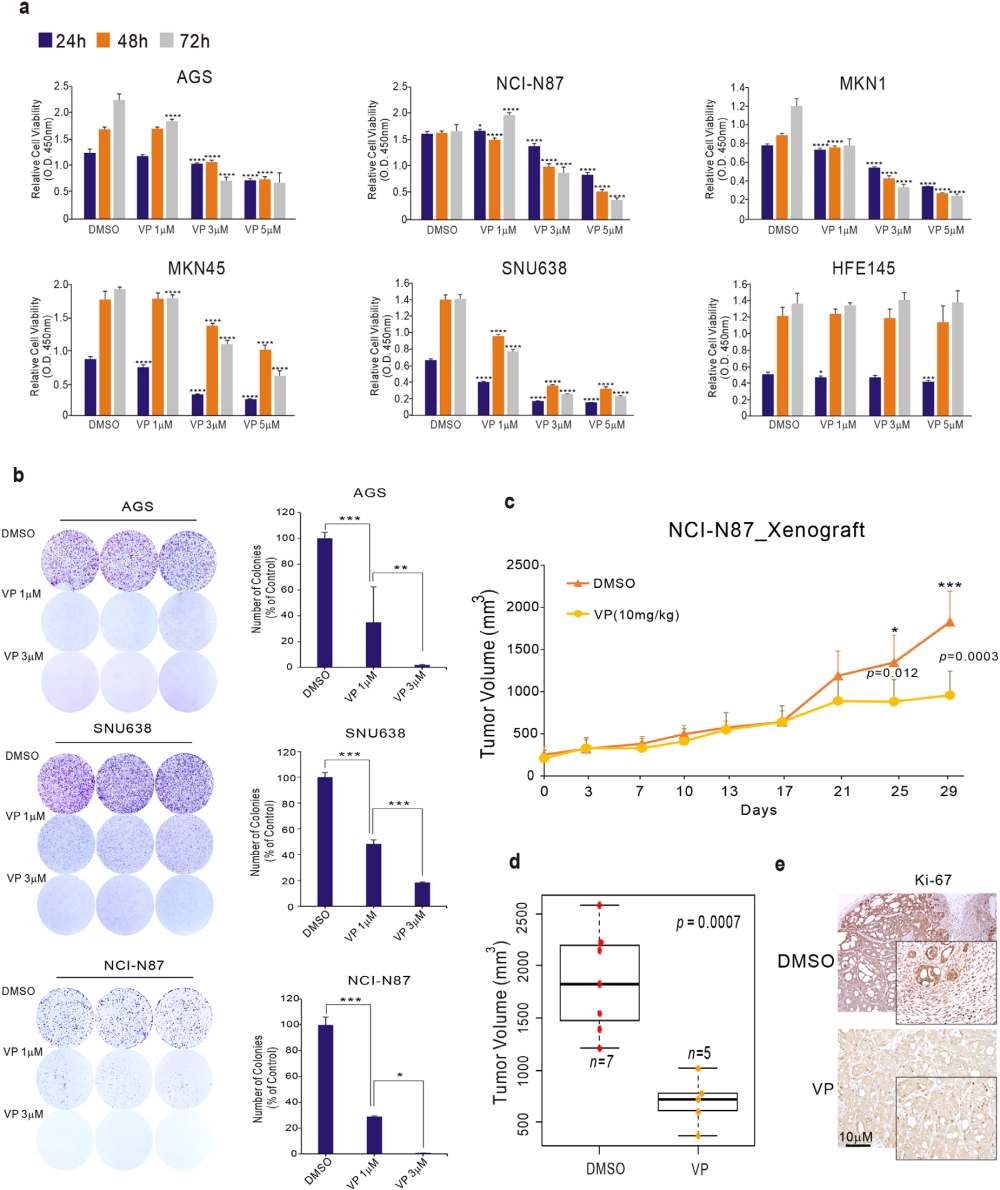
Effect of VP on GC cell growth **(a)** Cell viability assay and **(b)** colony-formation assays after VP treatment of the indicated GC cell lines. **(c**–**d)** NCI-N87 GC cells were injected into nude mice with or without VP, and tumor volume was measured at the indicated time points. Mice were sacrificed and tumor volumes were measured. **(e)** Immunohistochemical analysis of the xenografts. Data represent the mean ± standard deviation from three independent replicates (cell line data) (^*^p<0.05, ^**^p<0.01, ^**^p<0.005, ^****^p<0.001 by Student's t-test).

Taken together, these results clearly demonstrate that VP has a crucial role in the growth and progression of gastric tumors, and, importantly, indicate that VP could be a therapeutic agent for the treatment of GC.

### FAT1 is a target of VP in GC

Since VP functions as a disruptor of the interaction between YAP1 and TEAD1 [11], we screened expression levels of YAP1 across GC cell lines to see whether the anti-proliferation effect of VP is dependent on YAP1. Western blotting demonstrated that YAP1 expression was very diverse among the cell lines (Figure 2a). Although YAP1 expression was relatively low in AGS, MKN28, and SNU638, VP was able to inhibit proliferation of those cells. By contrast, YAP1 expression was very high in the normal gastric epithelial cell line, HFE145; however, VP did not inhibit HFE145 cell growth, suggesting that the anti-proliferation effect by VP is YAP1-independent.

**Figure 2:**
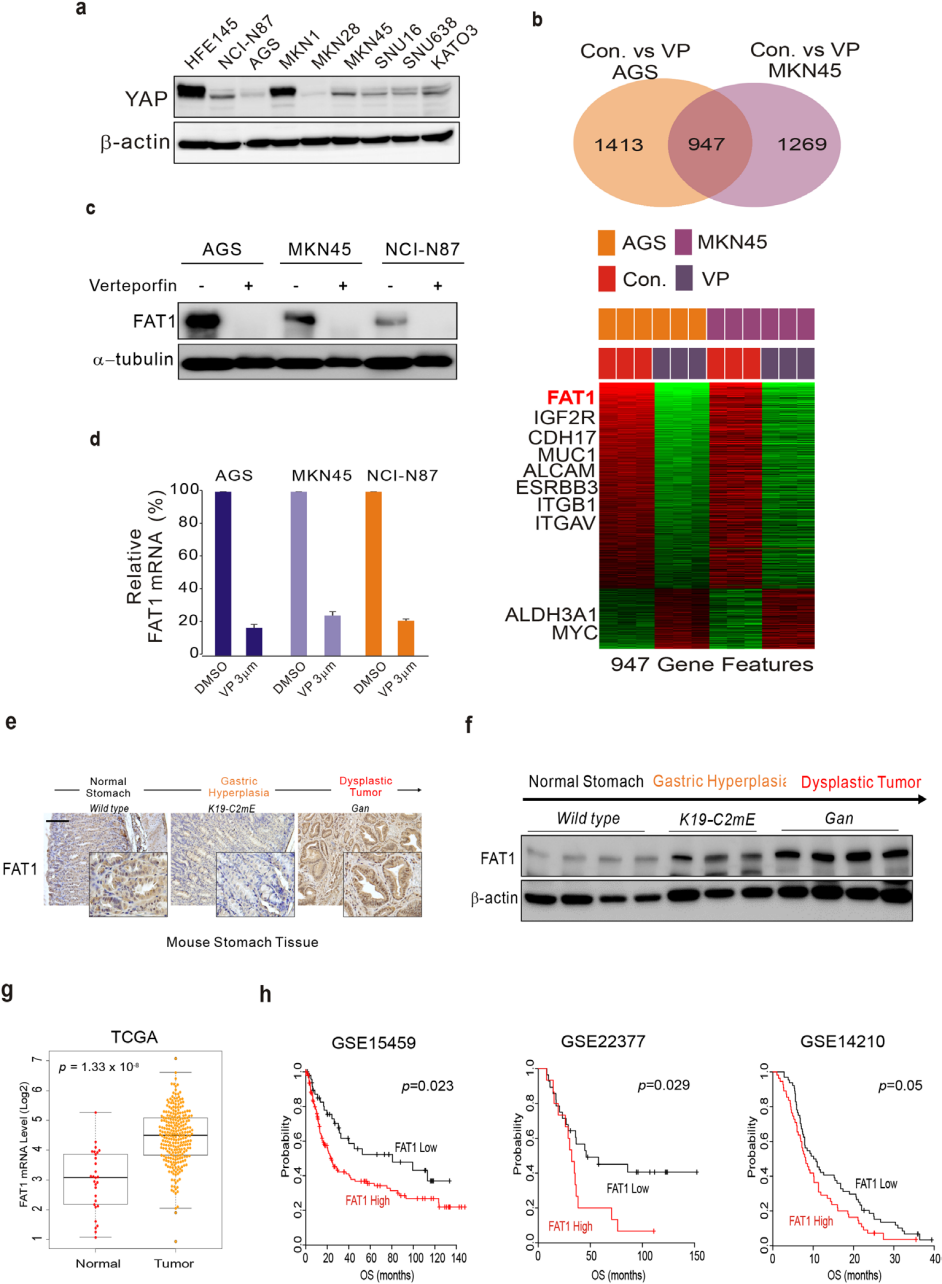
FAT1 is a target of VP in GC **(a)** YAP1 expression in GC cells. Western blot analysis of lysates from the indicated GC cell lines. **(b)** Gene expression profile. Microarray analysis of AGS and MKN45 GC cell lines in the absence (control) and presence of VP. Venn diagram of genes with significantly different expression between the control and VP-treated groups of two GC cell lines. A univariate test (two-sample *t*-test) with a multivariate permutation test (10,000 random permutations) was applied. In each comparison, we applied a cut-off *p*-value of <0.001 to retain genes with expression that differed significantly between the two groups of cells. Expression patterns of selected genes shared in the two cell lines. The expression of only 947 genes was commonly up- or down-regulated in all three cohorts. Colored bars at the top of the heat map represent samples as indicated. **(c)** Protein expression by Western blotting and **(d)** mRNA expression by qRT-PCR experiment from cells treated with VP or DMSO (control). **(e)** Immunohistochemical staining of FAT1 in wild-type (left), K19-C2mE (middle), and Gan (right) mouse stomachs. **(f)** WB analysis from gastric cancer mouse model used in Figure (2e). **(g)** FAT1 expression in GC patient cohorts. **(h)** Patients in the indicated GC cohort from GEO were dichotomized according to expression of FAT1 and patients with relatively high or low expression of FAT1 and was considered for plotting. Data represent the mean ± standard deviation from the indicated samples. A Student's *t*-test was applied to examine differences for significance.

Since VP has an anti-proliferative effect regardless of YAP1 expression, we investigated other signaling molecules that may be involved in VP inhibition of GC cell proliferation. Thus, we generated gene expression profiles of VP-treated and untreated AGS and MKN-45 GC cell lines to investigate which genes are influenced by VP. 

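Gene expression was profiled in AGS and MKN45, both human gastric adenocarcinoma cell lines, on Illumina HumanHT-12 V4 BeadChips, which read the brightness of one bead type per probe. There were 12 arrays, 3 of DMSO-treated and 3 of VP-treated cells in each line, where DMSO is the solvent of the drug. The methods give a treatment of 48 hours and the sample labels one of 36 hours, and no dose is stated for the arrays in the sources used here. Nothing states that the 3 arrays of a group came from separate cultures, so the p-values measure the spread between these arrays, which may be technical.
The authors deposited 2 tables of 47323 probes. One holds the linear signal of each probe with a detection p-value, and the other, the value table, holds their quantile-normalized log2 values. FAT1 was higher in the VP columns than in the DMSO columns of the signals in both lines, which is opposite to the paper, and lower in the VP columns of the value table. Over 7133 detected probes, the VP effect in the value table correlated with that in the signals, normalized in the same way, at -0.078 in AGS and -0.11 in MKN45, across probes, which are not independent replicates. Over all pairs of a signal column and a value column, the highest rank correlation was 0.842. Column names alone tie both tables to the same samples. Of the 12 value columns, 1 had its highest rank correlation with the signal column of its own name. The methods name another series for the arrays of the paper than the one whose files were used here. With a test named in the methods, added after the other counts had been seen, the value table gave the numbers of Figure 2b. The signals did not. The signals were chosen as the source before the data were examined and were kept as such, and values of the value table are given beside them where named. An array is called VP or DMSO by its label only.
In the value table, the levels go with the probe named on the row up to row 21197 and with the probe on the next row after it. The names of the 26126 rows past that point were therefore moved by 1, a correction added after the data were seen. FAT1, IGF2R and other probes before that row are not affected by it. The last row holds linear signals and was left out.

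**Figure D1:**
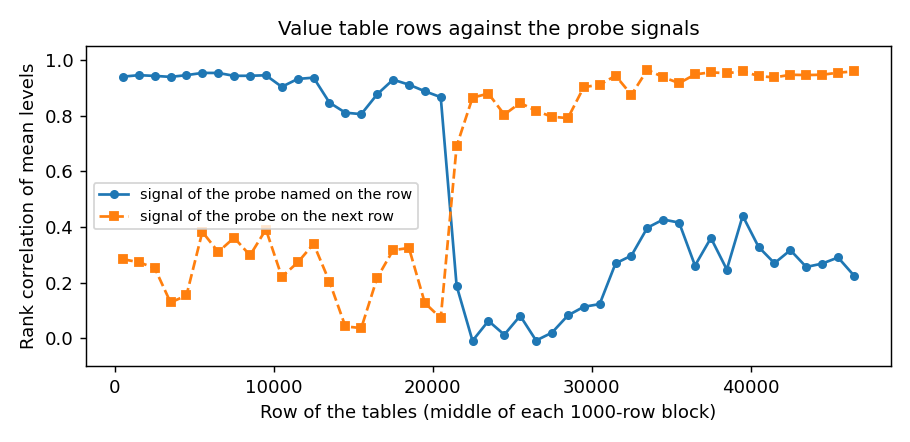
Rank correlation between the mean level of each row of the value table and the mean log2 signal, in blocks of 1000 rows, against the row number. Circles set each row against the probe named on it and squares against the probe on the next row. Before the break the circles lie between 0.805 and 0.953, and after it the squares lie between 0.791 and 0.964 and the circles at or below 0.44, apart from the block that holds the break.

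The median signal of an array was 112 to 123 in AGS DMSO, 117 to 129 in AGS VP, 98.4 to 137 in MKN45 DMSO and 120 to 126 in MKN45 VP, and 14523 to 16571 probes per array had a detection p-value under 0.01. The signals were background corrected from the detection p-values, quantile normalized over the 12 arrays and log2 transformed with limma. A gene was tested if a probe of it was detected on all 3 arrays of a group, and the brightest such probe stood for it, which gave 9696 genes. The same detected probes were the candidates in the value table, where the brightest in that table stood for the gene, which was another probe for 243 genes. Where a probe was above background on no array of a group, only a bound is given for its change, the difference from the lowest level among probes above background on each array ("at least", or "or lower" for a fall), and no change is given where neither group was above background. The authors normalized the value table within each line, as its sorted values were identical within a line to 0.001, so levels of the 2 lines in it are not on one scale. The number of arrays limits the precision.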

Gene expression profiling revealed that expression of 947 genes was significantly altered between the control (untreated) and VP-treated groups of the two cell lines. 

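In the signals, the genes that rose most in both lines with VP, ranked by the values as measured, were, with log2 changes in AGS and MKN45, TFF1 (at least 6.41 and 6.70), CBLIF (at least 4.41 and at least 4.55), CST4 (5.31 and at least 7.22), HSD3B1 (at least 4.54 and at least 6.46), HKDC1 (5.13 and 5.06), SULT2A1 (5.04 and 4.75), CST2 (at least 3.53 and at least 4.79) and FGA (5.01 and 4.68). TFF1 is a gastric trefoil peptide, CBLIF is gastric intrinsic factor and FGA is a chain of fibrinogen. The genes that fell most in both were HSPA1B (-2.32 and -2.31), LIPG (-2.77 and -2.00), FGFBP1 (-1.82 and -1.88), CLDN2 (-1.68 and -2.39 or lower), SNORD99 (-1.68 and -1.90), SNCAIP (-1.67 and -1.68), VGLL1 (-0.73 or lower and -1.26 or lower) and DANCR (-1.65 and -1.63), of which HSPA1B encodes a heat shock protein of the HSP70 family and CLDN2 a tight junction claudin.
The leading falls of the value table were in GLG1 (-1.83 and -1.34), DSG2 (-1.90 and -1.33), CPD (-1.62 and -1.14), ITGA2 (-1.18 and -1.12) and TXNIP (-1.08 and -1.63), together with FAT1, IGF2R and MUC1. DSG2 is a desmosomal cadherin and ITGA2 an integrin chain. The leading rises were smaller, in ASNS, the asparagine synthetase (0.61 and 0.80), SQSTM1, the autophagy receptor p62 (0.58 and 0.51), and the small noncoding RNAs RNY1 (0.64 and 0.71), SNORA80E (0.50 and 0.59), SNORA26 (0.72 and 0.50), RNVU1-7 (0.75 and 0.47), SCARNA9 (0.62 and 0.46) and SCARNA13 (0.45 and 0.72). TFF1, which led the rises in the signals, was not above the background of the value table in AGS and had a log2 change of -0.018 (adjusted p = 0.88) in MKN45 here. The other leading rises of the signals reached at most 0.098 here as measured (SULT2A1 in MKN45). FGA was lower, by 0.99 and 0.83. Of the leading falls, LIPG (-0.67 and -0.23), CLDN2 (-0.39 and -1.31) and SNCAIP (-0.405 and -0.090) were lower here too. DANCR (0.35 and 0.29) and SNORD99 (0.25 and 0.064) were higher. HSPA1B, FGFBP1 and VGLL1 differed in sign between the lines.
Each gene given as a leading rise or fall of a table passed an adjusted p of 0.05 from limma in both lines of that table. At that threshold, 1576 genes rose and 1609 fell in both lines in the signals, against 562 and 631 for independent lists, and 63 moved in opposite directions. By the value table, 398 rose and 660 fell in both, against 168 and 143, and 72 moved in opposite directions. At the paper's threshold, an unadjusted p under 0.001 in each line, the signals gave 1477 shared genes and the value table 621 (522 with its rows named as deposited). With the methods' t-test, the plain two-sample test that the legend of Figure 2b names, run here without its permutations, the number was 386 on the signals. The statistics section names a random variance test instead. Added after the other counts had been seen and run over every probe, it gave 947 shared probes in the value table, with 1413 in AGS alone and 1269 in MKN45 alone, and 1964, 2231 and 1270 in the signals.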

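VP is known as a disruptor of the binding of YAP to TEAD transcription factors. Of 22 YAP and TEAD target genes, listed before the data were examined, 14 were measured. In the signals 4 rose and 4 fell in AGS (adjusted p = 0.892 for the list, camera), and 5 rose and 3 fell in MKN45 (adjusted p = 0.849). With the value table the list gave 2 up and 6 down in AGS (adjusted p = 0.326) and 0 up and 4 down in MKN45 (adjusted p = 0.058). Adjusted over the list alone, the counts up and down were 4 and 5, 5 and 3, 3 and 6, and 0 and 4 in the same order.
Members moved in different directions. CCN2, a secreted matricellular protein and classical YAP target, fell by 0.81 in AGS and fell by 0.26 in MKN45 on the log2 scale in the value table. In the signals CCN2 fell by 0.36 in AGS and rose by 0.83 in MKN45. ANKRD1 fell by 1.88 in AGS in the signals and rose by 0.41 there in the value table. GADD45A, read by different probes in the 2 tables, rose in AGS by 0.56 in the signals and 0.37 in the value table. F3, the tissue factor gene, fell by 0.80 in MKN45 in the value table and rose by 0.42 in the signals. AXL, a receptor tyrosine kinase, fell by 0.86 in MKN45 in the signals and was not above background there in the value table, and PTPN14 rose by 1.02 in AGS in the signals and had -0.21 (adjusted p = 0.0214) there in the value table. YAP1 itself had log2 changes of 0.078 and -0.18 in the signals (adjusted p = 0.605 and 0.216), and of -0.13 and 0.28 in the value table (adjusted p = 0.152 and 0.00264). No probe of TEAD1 or WWTR1 passed the detection filter, which rests on the signals for both tables. Their levels in the value table are therefore not given.
At an unadjusted p under 0.001, 2953 genes changed in AGS in the signals, 1441 up and 1512 down, and 2141 in MKN45, 1176 up and 965 down (1362 without MKN45 VP replicate 2). Of these, 1476 passed in AGS alone and 664 in MKN45 alone. The value table gave 1455 genes in AGS and 1275 in MKN45, with 834 and 654 in one line alone. At an adjusted p under 0.05, 2496 genes rose and 2785 fell in AGS and 2182 rose and 2197 fell in MKN45 in the signals. The value table had 1373 up and 1282 down in AGS, and 1189 up and 1082 down in MKN45.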

A Venn diagram of the genes with significantly different expression is shown (Figure 2b), which highlights that a substantial number are known downstream targets of VP. Among the 947 genes, we found out FAT1 [27], IGF2R [17], CDH17 [12], MUC1 [18], ALCAM [24], ITGB1 [7], ERBB3 and ITGAV are involved in tumorigenesis. Of these, FAT1 was highly down-regulated in the presence of VP. 

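All 8 tumour genes the study picked fell in both lines of the value table at an adjusted p under 0.05. IGF2R, the receptor that takes IGF2 to lysosomes, fell by 1.64 in AGS (standard error 0.070) and fell by 1.39 in MKN45 (standard error 0.071) on the log2 scale. The log2 changes in AGS and MKN45 were -1.64 and -0.73 for CDH17, an intestinal cadherin, -1.62 and -1.19 for MUC1, a membrane mucin, and -1.55 and -0.91 for ALCAM, a cell adhesion molecule. For the integrin chains they were -1.49 and -0.91 (ITGB1) and -1.36 and -0.93 (ITGAV), and for ERBB3, a receptor of the EGFR family, -0.91 and -0.41. The largest adjusted p among the 8 was 1.41e-05, for ERBB3 in MKN45.
In the signals, 3 of the 8 rose and 0 fell in AGS, and 4 rose and 2 fell in MKN45. ITGAV rose by 0.68 in AGS (adjusted p = 0.000624) and 0.65 in MKN45 (adjusted p = 0.00095), and ITGB1 rose by 0.57 in AGS (adjusted p = 0.00598). IGF2R rose by 0.32 and CDH17 by 0.48 in MKN45. MUC1 fell by 0.92 in MKN45 (adjusted p = 0.000551) and ALCAM fell by 0.31 (adjusted p = 0.048). ERBB3 did not pass in either line, with -0.29 and -0.39.
The study chose these genes on its own arrays, so their shared direction is not independent evidence. As a list they had an adjusted p of 1.37e-19 in AGS and 9.58e-18 in MKN45 in the value table from camera, and of 0.00696 and 0.0127 with an estimated correlation. In the signals it was 0.274 and 0.811. Adjusted over the list alone, 8 fell in each line in the value table, and in the signals 3 rose in AGS and 4 rose and 3 fell in MKN45. Of the 2 genes shown in Figure 2b as higher with VP, ALDH3A1, an aldehyde dehydrogenase, rose by 0.43 and 0.78 in the value table and fell by 2.07 in AGS and fell by 1.36 in MKN45 in the signals. MYC rose in AGS in both tables, by 0.44 and 0.39, and had 0.075 (adjusted p = 0.406) and -0.20 (adjusted p = 0.16) in MKN45.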

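FAT1, an atypical cadherin (Entrez Gene 2195), is read by 2 probes on the array. The brighter probe, ILMN_1754795, gave a log2 level in AGS in the value table of 11.16 ± 0.060 with DMSO and 8.99 ± 0.019 with VP (SD, n = 3 arrays). VP thus left 22.3% of the level, a log2 change of -2.17 (standard error 0.060, adjusted p = 2.22e-15). In MKN45 the level was 10.77 ± 0.12 with DMSO and 9.27 ± 0.015 with VP (SD, n = 3), or 35.4% of the level, a log2 change of -1.50 (standard error 0.062, adjusted p = 1.56e-12). The other probe, ILMN_3247578, fell by 2.03 in AGS and fell by 1.38 in MKN45.
In the signals the arrays labelled VP were the higher ones. The brighter probe gave 12.11 ± 0.25 with DMSO and 12.73 ± 0.18 with VP (SD, n = 3) in AGS, a log2 change of 0.62 (standard error 0.15, adjusted p = 0.00631), and 11.91 ± 0.054 with DMSO and 12.20 ± 0.072 with VP (SD, n = 3) in MKN45, a log2 change of 0.29 (standard error 0.099, adjusted p = 0.0351). The other probe rose by 0.59 in AGS, and in MKN45 it was higher by 0.23 with overlapping arrays (exact permutation test, two-sided, p = 0.2). In AGS the adjusted p of the brighter probe was over 0.05 with the methods' t-test. In MKN45 the adjusted p of the brighter probe was 0.0566 with the replicate number as a block, 0.197 after a median shift in place of quantile normalization, and over 0.05 whichever of the 6 arrays was left out.
For the brighter probe, the VP arrays did not overlap the DMSO arrays in either line of either table (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The paper's Western blot and qRT-PCR (Figure 2c and 2d) show less FAT1 with VP. The paper proposes that FAT1 is the target of VP behind its anti-proliferative property.

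**Figure D2:**
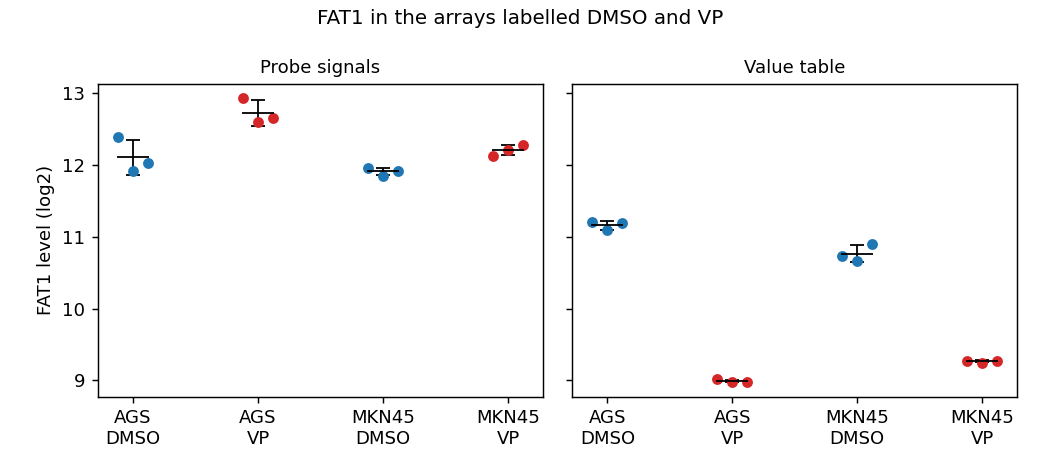
FAT1 level on the log2 scale for the brighter probe, by cell line and label, in the probe signals (left) and in the value table (right). Points are single arrays (blue, DMSO; red, VP) and bars are the mean and SD of 3 arrays. In AGS the VP arrays have a mean of 12.73 against 12.11 for DMSO in the signals, and of 8.99 against 11.16 in the value table.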

To validate the gene expression profile data, we performed western blots and qRT-PCR assays. As shown in Figure 2c and 2d, FAT1 including other gene's expression (Supplementary Figure 2) was decreased or increased by VP treatment. Interestingly, YAP, which is well known target of VP, expression was not much changed by VP treatment (Supplementary Figure 3). Since FAT1 function in GC is poorly understood, we examined FAT1 expression in GC cell line, mouse model and tumor samples from GC patients. FAT1 was expressed in GC cell lines including normal gastric cell, HFE145 (Supplementary Figure 4). Using mouse GC model [14], we show that FAT1 expression, as determined by western blotting and qRT-PCR, gradually increased during tumorigenesis (Figure 2e and 2f), demonstrating that FAT1 has oncogenic potential. Using gene expression profile from gastric cancer patients, we performed genomic analysis. TCGA is the best well known data platform form National Cancer Institute (NCI). TCGA gastric cancer data set was composed of 271 cancer tissues and 25 normal tissues. Gene expression profile reveals that FAT1 expression was up-modulated in cancer tissues compared with normal tissues (Figure 2g and Supplementary Figure 5). Next, we performed survival analysis correlating FAT1 expression with overall survival duration. We used GEO (Gene expression omnibus) public database. GSE15459, SGE23377 and GSE14210 data set was from gastric cancer patients after surgery and found that patients with tumors highly expressing FAT1 had a worse prognosis (Figure 2h).

Our data suggest that FAT1 is the target of VP that confers the drug's anti-proliferative property.

### VP inhibits cell migration and invasion in GC

We used the gene expression profile data from the untreated and VP-treated AGS and MKN-45 GC cell lines to analyze the pathways involved in VP treatment. 

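Of 154 genes of cell movement (adhesion, migration, actin dynamics and invasion), listed before the data were examined, 108 were measured, among them 6 of the 8 tumour genes the study had picked. By the value table, 49 fell and 4 rose with VP in AGS, and 46 fell and 7 rose in MKN45. Besides FAT1, the members with the smallest p included the desmosomal cadherin DSG2, the integrin chain ITGA2 and EGFR, the epidermal growth factor receptor, which fell by 0.62 in AGS and fell by 1.04 in MKN45 on the log2 scale. The mean log2 change of the list was -0.32 in AGS (adjusted p = 1.58e-13, camera) and -0.23 in MKN45 (adjusted p = 5.34e-12). With an estimated correlation the adjusted p was 0.00628 and 0.0342, and 0.0122 and 0.0605 without the genes the study had picked. The fall was not limited to the cell movement list. A list of large secreted or membrane glycoprotein genes fell further in the value table, with means of -0.87 and -0.56 (adjusted p = 1.95e-29 and 4.61e-23, camera, and 0.00628 and 0.0127 with an estimated correlation). It holds 3 of the genes the study had picked. FAT1 is in both lists, so they are not independent, and neither was tested without all shared members. The actin motility part of the cell movement list was not called in the value table (adjusted p = 0.95 and 0.802).
In the signals more members rose than fell, 41 against 18 in AGS and 36 against 20 in MKN45. MMP10, a stromelysin of the matrix metalloproteinases, rose by at least 2.89 in AGS and by 1.40 in MKN45, HBEGF, a ligand of EGFR, by 2.10 and 1.57, and EGFR by 2.08 and 1.30. ITGA5, the fibronectin receptor chain, rose by 1.93 and 1.33, while the protocadherin PCDH7 fell by 1.74 in AGS and fell by 1.25 in MKN45. The mean log2 change of the list was 0.24 in AGS (adjusted p = 0.0455, and 0.466 with an estimated correlation) and 0.14 in MKN45 (adjusted p = 0.242). The AGS call was lost with a median shift in place of quantile normalization (adjusted p = 0.147), without the genes the study had picked (adjusted p = 0.0769) and without any one of 3 arrays (DMSO replicate 2, VP replicate 1 or VP replicate 2), with adjusted p of 0.0519, 0.0731 and 0.0691.
Adjusted over the list alone, 49 members fell and 5 rose in AGS and 48 fell and 8 rose in MKN45 in the value table, and 41 rose and 18 fell in AGS and 36 rose and 21 fell in MKN45 in the signals. The gene sets of Ingenuity Pathway Analysis were not used here.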

Ingenuity Pathway Analysis (IPA) results revealed that genes associated with cellular movement, which is correlated with tumor metastasis, were down-regulated by VP treatment (Figure 3a). FAT1, which was highly down-regulated by VP, is involved in cell migration and invasion pathways, and is known to function as an adhesion molecule that contributes to cancer cell survival and migration [27]. Our investigation also confirmed that silenced-FAT1 influenced cell proliferation in GC cells (Supplementary Figure 6). Blood vessel formation is a major survival pathway via which cancer cells can escape from primary organ sites [1]. That VP, known for its role as an inhibitor of blood vessels in the treatment of macular degeneration, caused the down-regulation of genes associated with cell migration and movement is in keeping with the notion that VP would be effective at inhibiting tumor metastasis.

**Figure 3:**
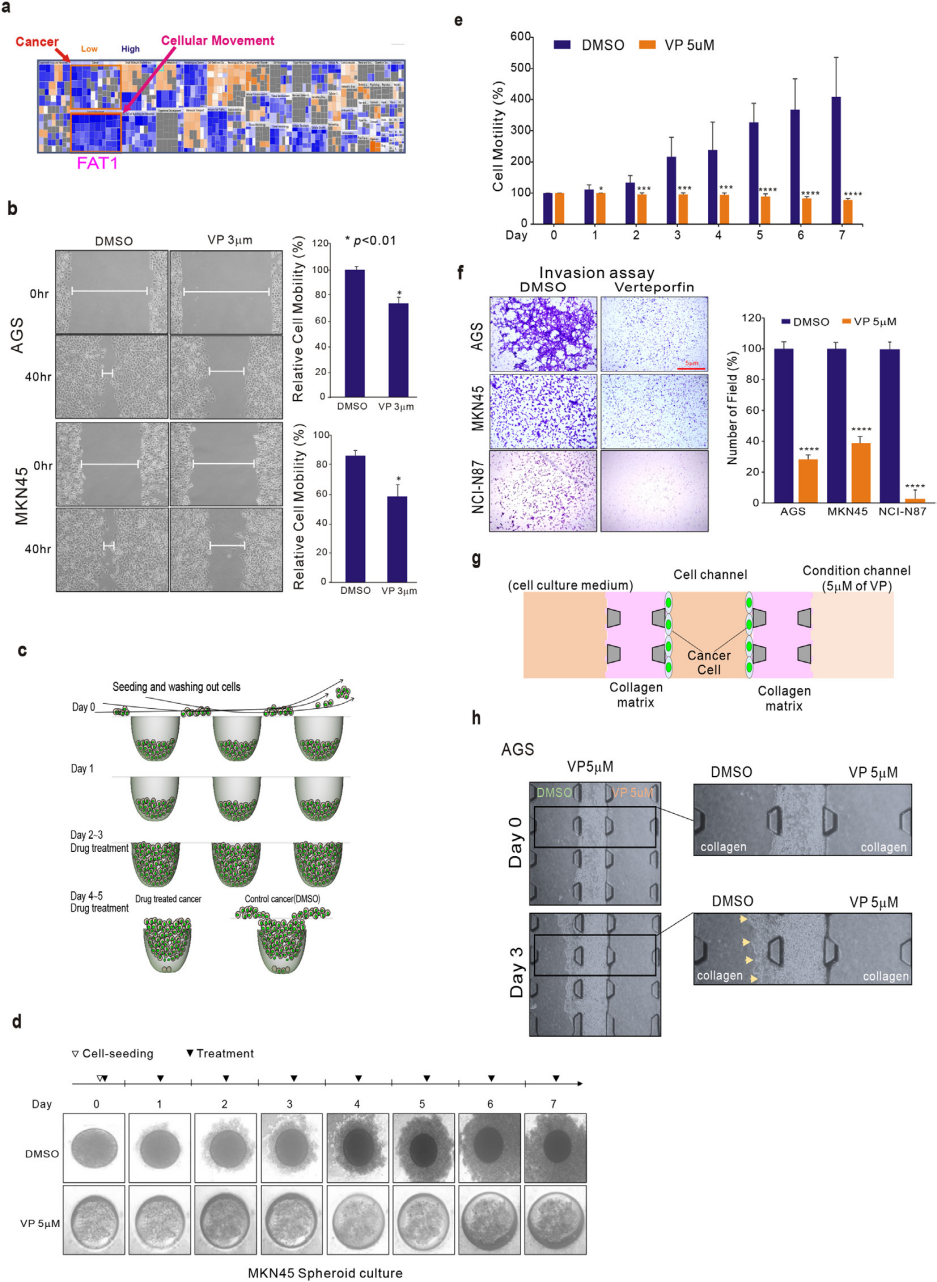
VP suppression of GC cell migration and invasion **(a)** VP targets FAT1 signaling. Ingenuity Pathway Analysis (IPA) of the genes differentially expressed after VP treatment. **(b)** Effect of VP (3 μM) treatment on the migration of AGS and MKN45 cell lines assessed using the wound healing assay. **(c)** Schematic diagram of cell seeding and outgrowth from the concave microwell migration system. **(d)** After seeding, cells that did not settle were gently flushed out (day 0). Processes for culturing MKN45 growing in the concave microwell arrays (day 1). After day 1, VP (5 μM) or DMSO was added to the medium (day 3). This was repeated every other day. **(e)** Plot of the invading cell numbers. **(f)** Conventional cell invasion assay. Cells (1 × 10^5^ cells/well) were seeded in the upper chamber, which was coated with Matrigel, and growth medium containing VP (5 μM) was added to the lower chamber. After 48 h of incubation, the cells that invaded the lower surface of the insert were stained with Diff-Quik stain and counted by microscopy. **(g)** A schematic illustration of the microfluidic device showing the growing and spreading of AGS cells in the microwell. **(h)** Microscope images of AGS cell migration into the 3D collagen matrix of the microfluidic device. Bars indicate the mean ± standard deviation per group from three different experiments.

Since VP treatment influenced the expression of genes associated with cell migration and invasion, we examined the potential association of VP in assays of cancer cell migration and invasion. We performed wound healing assays with AGS and MKN45 GC cell lines after treatment with VP, or with DMSO as a control. Cell mobility was significantly diminished in VP-treated GC cells compared with DMSO-treated cells (Figure 3b). In addition, PPIX [11], which has similar pharmacological activity of VP, also influenced cell invasion as VP did (Supplementary Figure 7). We used a recently developed concave microwell system [4], [9] to further examine cell proliferation and migration. As depicted in Figure 3c, the MKN45 cells seeded in the concave well tended to spread out into the space available, mimicking metastatic behavior *in vivo*. In the same concave well system, we examined whether VP inhibited AGS GC cell migration. While the cells spread out in the concave well as expected, VP-treated cells failed to migrate to other areas (Figure 3d). To quantify whether VP significantly inhibited cell migration, we measured the area of cell spread in the absence of VP, which was interpreted as a cell motility and migration index (Figure 3e). Next, we performed a conventional invasion assay, which examines cell passage through a matrigel-coated chamber, to assess the anti-invasive effect of VP on GC cells. As expected, VP significantly inhibited cell invasion across the matrigel-coated surface (Figure 3f). To more precisely examine invasion inhibition by VP, we performed cell invasion assays using a 3D micro-fluidic channel system, which reflects *in vivo* metastasis conditions. As shown in Figure 3g, the AGS GC cells were able to invade other areas by disrupting the collagen matrix, thereby reflecting metastatic behavior and conditions *in vivo* (Figure 3g). After cell seeding into the microwells, in DMSO control medium the area the AGS cells adhered to increase over time, but in the presence of VP there was no evidence of cell invasion (Figure 3h). Taken together these results indicate that VP is effective at inhibiting cell migration and metastatic-like cell behavior.

### Function of FAT1 targeted by VP in GC

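Ranked by log2 change over the 9696 genes tested, FAT1 had the largest fall of all in AGS in the value table and the second largest in MKN45, after TXNIP, a thioredoxin-binding protein. In AGS the next largest falls in that table were in DSG2 and LAMC1, the laminin gamma chain (-1.83). The fall of FAT1 was larger in AGS than in MKN45 (difference 0.67 on the log2 scale, standard error 0.086, adjusted p = 5.67e-06 for the interaction). In the signals FAT1 ranked 1436 from the largest rise in AGS and 2435 in MKN45, and its change was not shown to differ between the lines (difference -0.33, adjusted p = 0.244).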

Gene expression data revealed that FAT1 is dominantly suppressed by VP treatment (Figure 2). To investigate the function of FAT1 in human cancer, we performed a variety of experiments. First, we performed invasion assays on AGS GC cells in which FAT1 had been silenced by inhibition with shRNA (Figure 4a). The results clearly show that silencing of FAT1 significantly inhibited cell invasion to the same degree as VP treatment (Figure 4b). In addition, in the cell-FAT silenced, cell migration was also decreased compared with control cell (Figure 4c and Supplementary Figure 8). Next, we performed wound healing and microfluidic chip assays; these also demonstrated decreased cell migration of AGS GC cells bearing silenced FAT1 (Figure 3c and 3d). Recently, human organoid culture systems have been developed that allow the three-dimensional growth of cells, thus retaining their tissue identity [21]. Next, we tested the effects of VP in a GC organoid model using tumor tissue from GC patients. Compared to untreated organoids, those treated with VP had a significantly decreased proliferation index, as determined by the number of Edu-positive cells (Figure 4e, 4f and Supplementary Figure 9a). In addition, FAT1 but not YAP1 expression was also decreased in the VP-treated organoids (Figure 4f and Supplementary Figure 9b), since FAT1 is a VP-target, suggests that VP has a therapeutic effect in GC.

**Figure 4:**
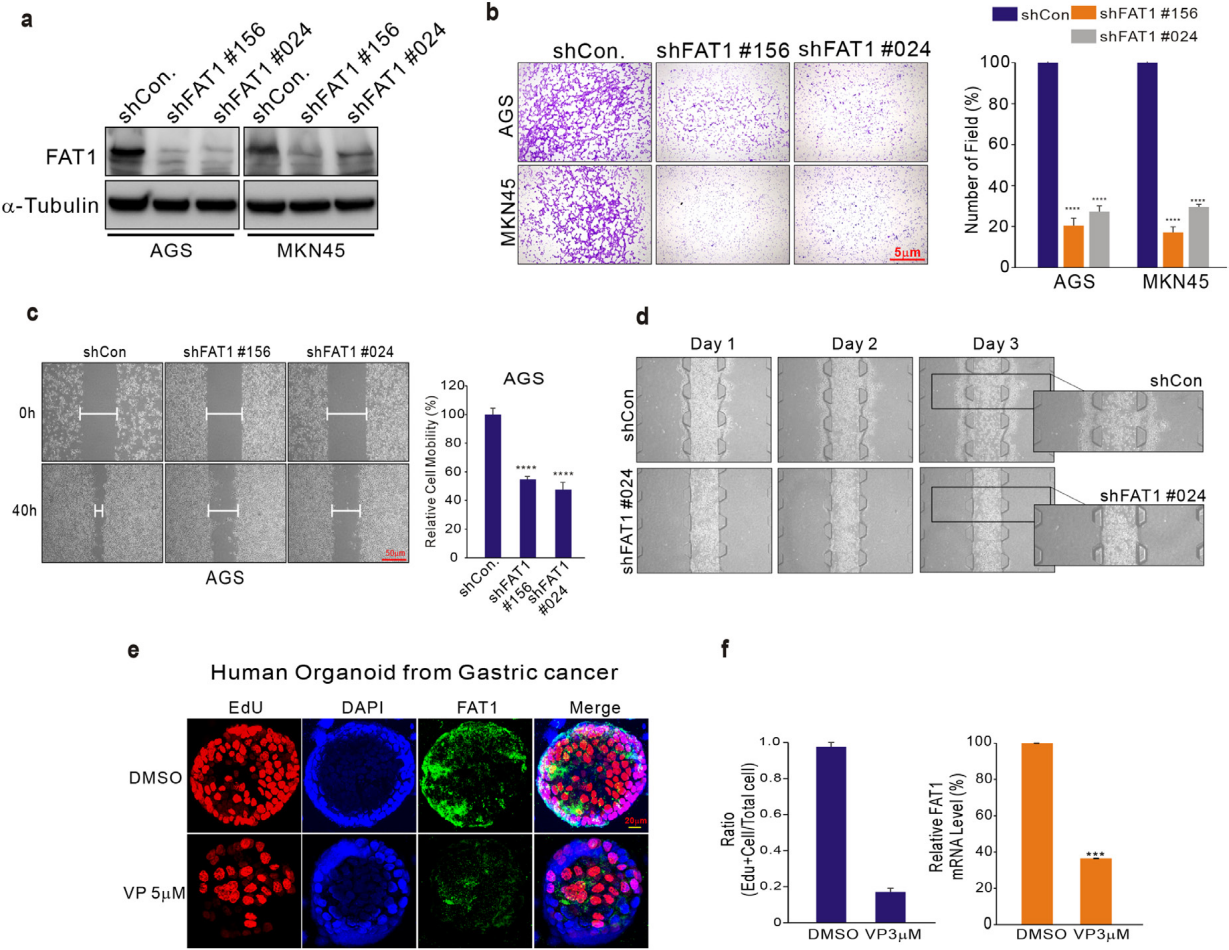
Expression of FAT1 in GC specimens **(a–d)** AGS cells were transduced with shCon or shFAT1 to examine the effect of down-regulating FAT1. (a) Transduced cells were harvested for Western blotting and 48 hours after transduction evaluated for migration and invasive ability using wound healing (b-c) and concave microwell array (d) assays. **(e)** Organoids derived from human gastric fundus cancer samples. Organoids were immunostained with 5-ethynyl-2’-deoxyuridine (EdU; red), FAT1 (green), and Hoechst 33342 (cell nuclei; blue). **(f)** Left, total cell number and EdU-labeled nuclei were counted in five organoids and expressed as a ratio of EdU-positive cells/total cells. Right, FAT1 expression was measured by qPCR in organoids cultured in DMSO or VP (3 μM).

Our data clearly suggest that FAT1 has oncogenic potential, and could therefore be a therapeutic target in GC.

## DISCUSSION

VP was originally identified as a disruptor of the interaction between TEAD and YAP [11], which are potent oncogenic factors in many cancers, and while it has been shown to inhibit liver cancer formation [25], the cancer suppressive mechanisms of VP require elucidation. Recent studies demonstrate that growth inhibition after VP treatment is independent of YAP1 expression or that of the related Hippo effector TAZ in colon cancer [25], which is in line with our finding that YAP1 expression did not correlate with sensitivity to VP in GC cell lines.

Gene expression profiles of VP-treated GC cell lines revealed that cancer-associated genes such as FAT1 [27], IGF2R [17], CDH17 [12], MUC1 [18], ALCAM [24], ITGB1 [7], ERBB3 and ITGAV were altered, suggesting that VP suppresses oncogenic potential. Genomic analysis has identified that FAT1 is a tumor suppressor and mutation of FAT1 leads to human cancer [13]. However, FAT1 may also function as an oncogenic protein since FAT1 promotes tumor migration via induction of actin polymerization, leading to loss of membrane localization, which is correlated with more aggressive tumors [27]. FAT1 expression is up-regulated in patients with leukemia and pre B-acute lymphoblastic leukemia [27], suggesting that FAT1 function is distinct depending on the cell context. In the present study, we found that loss of FAT1 resulted in decreased cancer cell growth, and that FAT1 expression in tumor samples from GC patients and from a GC mouse model was highly up-regulated compared with that in normal gastric tissues. In addition, high FAT1 expression was clearly associated with a worse prognosis in GC patients. Thus, we suggest that targeting FAT1 in cases where it has oncogenic properties would be an efficient way to treat the GC patient.

For the cancer patient, tumor metastasis is the primary factor influencing mortality. 

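The cell movement genes were divided beforehand into parts by function. Of the value table's 10 measured cadherins, 0 rose and 7 fell in AGS and 0 rose and 8 fell in MKN45 (adjusted p = 5.93e-12 and 5.34e-12, and 0.0142 and 0.0181 with an estimated correlation). Of 28 receptors and ligands of migration, 1 rose and 19 fell in AGS and 2 rose and 16 fell in MKN45 (adjusted p = 2.66e-12 and 3e-09, and 0.0166 and 0.0181 with an estimated correlation). Of 24 integrin and focal adhesion genes, 1 rose and 10 fell in AGS and 2 rose and 12 fell in MKN45 (adjusted p = 2.49e-05 and 8.49e-06, and 0.0341 and 0.088 with an estimated correlation). Of 17 invasion proteases and their partners, 0 rose and 11 fell in AGS and 0 rose and 7 fell in MKN45 (adjusted p = 2.39e-06 and 0.000233, and 0.0304 and 0.0529 with an estimated correlation). The 29 genes of actin motility were not called in either line (adjusted p = 0.95 and 0.802). The study had picked 2 members each of the cadherins (FAT1 and CDH17), the receptors and ligands (ALCAM and ERBB3) and the integrin genes (ITGAV and ITGB1) on its own arrays, so they are not independent evidence of a fall. Without them, a test added after the lists had been tested, 5 of 8 cadherins fell in AGS and 6 in MKN45 (adjusted p = 1.24e-07 and 4.84e-08, and 0.0286 and 0.0323 with an estimated correlation). The receptors and ligands then had adjusted p = 7.68e-10 and 2.2e-07, and 0.0286 and 0.0323 with an estimated correlation, and the integrin genes adjusted p = 0.0015 and 0.000731, and 0.0878 and 0.157 with an estimated correlation. The counts for the cadherins with all members were 0 up and 7 down in AGS and 0 up and 8 down in MKN45 adjusted over the list alone, and for the proteases 0 up and 11 down in AGS and 0 up and 8 down in MKN45 adjusted over the list alone.
In the signals the invasion proteases went the other way, as 9 rose and 1 fell in AGS and 10 rose and 2 fell in MKN45 (adjusted p = 0.00735 and 0.0281, and 0.173 and 0.374 with an estimated correlation). Without a detection filter the MKN45 call was lost (adjusted p = 0.0652). MMP1, the interstitial collagenase, rose by 1.35 in AGS and 2.18 in MKN45, and MMP9, a gelatinase, by at least 0.46 in MKN45 on the log2 scale. In AGS, MMP9 was above background with VP alone, too close to it for a bound (adjusted p = 2.77e-05). In the value table MMP1 had -0.025 (adjusted p = 0.847) in AGS and was not above background in MKN45, and MMP9 was not above background in AGS and was above it on 1 of the 3 VP arrays alone in MKN45. The cadherins, receptors and integrins were not called in the signals (adjusted p from 0.172 to 0.869).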

Gene network analysis from expression profiles in VP-treated cells revealed that the genes involved in cell migration and invasion, key to the initial process driving tumor metastasis, were significantly decreased. Since it is well known that VP suppresses angiogenesis by inducing ROS, down-regulation of genes involved in cell migration and invasion is in keeping with this intrinsic function, and suggests that VP would be effective at blocking angiogenesis during tumor metastasis.

Our data demonstrate that FAT1 functions as an oncogene by influencing cell adhesion, resulting in cancer cell growth promotion although FAT1 function is controversial. Further studies are now required to elucidate the mechanisms by which FAT1 contributes to tumor metastasis in GC.

In the current study, we have demonstrated that VP, a benzoporphyrin derivative that functions as a photosensitizer for photodynamic therapy to eliminate abnormal blood vessels in macular degeneration, also has a distinct anti-proliferative effect on GC cells without requirement for photostimulation. In summary, we have identified a potential role for VP as a therapeutic agent in GC and also suggest that the FAT1 expression is a useful prognostic biomarker for prognosis. Thus, targeting FAT1 could be a useful strategy for future GC treatment.

## MATERIALS AND METHODS

### Cell lines and reagents

GC cell lines (AGS, NCI-N87, MKN1, MKN45, and SNU638) were purchased from the American Type Culture Collection or Korean Cell line Bank. The normal gastric epithelial cell line, HFE145 was generated by Drs. Duane T Smoot and Hassan Ashktorab [26]. Cells were grown in Dulbecco's modified Eagle's essential medium (DMEM) or RPMI 1640 medium supplemented with 10% fetal bovine serum. Cells were incubated at 37°C in a humidified incubator with 5% CO_2_. VP (#1711461) was purchased from U.S. Pharmacopeial Convention (Rockville, MD, USA).

### Gene expression profiling

ASG or MKN45 cells were harvested for RNA isolation with or without treatment with VP for 48 hours. Total RNA was extracted using a mirVana miRNA isolation labeling kit (Ambion Inc., Waltham, MA), and 500 ng was used for labeling and hybridization (Human BeadChip V4 microarray, Illumina, San Diego, CA) according to the manufacturer's protocols. After the bead chips were scanned with an Illumina BeadArray Reader, the microarray data were normalized using the quantile normalization method in the Linear Models for Microarray Data package in R (www.r-project.org). The expression level of each gene was log_2_ transformed before further analysis. The microarray data generated in this study are available in the NCBI Gene Expression Omnibus public database (GSE78050).

### Gene expression data analysis

Gene expression data from NCBI GEO databases are publically available (accession numbers GSE13861, GSE26899, GSE29272, GSE62254). All the data were downloaded and analyzed using Biometric Research Branch (BRB)-ArrayTools software [28]. Gene expression profile using microarray was generated from indicated cells (Figure 2b) and the data was analyzed by Ingenuity Pathway Analysis (IPA) to know which pathway is associated with VP treatment (Figure 3a).

### Quantitative real-time RT-PCR

Total RNA was extracted from the indicated cell lines using a mirVana miRNA isolation kit (Ambion, Inc., Waltham, MA, USA) according to the manufacturer's instructions, and assayed using real-time quantitative RT-PCR (qRT-PCR) with TaqMan expression assay(Applied Biosystems) FAT1 (Hs00170627_m1) primers specific for each gene. qRT-PCR was performed using the StepOnePlus Real-Time PCR system with a 96-well block module (ABI). Cycling conditions were 45°C for 30 min and 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. Relative amounts of mRNA were calculated from the threshold cycle number using the expression of cyclophilin A (PPIA;Hs99999904_m1) as a housekeeping control. All experiments were performed in triplicate and the values averaged.

### Wound healing assay and conventional (Matrigel) invasion assay

AGS or MKN45 cells were seeded at a density of 1 × 10^5^ cells/well in 12-well plates and pre-incubated for 24 h in serum-free RPMI (Invitrogen) before wounding the cell monolayer with a plastic tip. Cells were then grown in medium with or without various drugs in the absence or presence of VP. Cell migration into the wound surface was monitored by microscopy after 24 h and reported as the estimated ratio of the remaining wounded area relative to the initial wound area. Quantification of the closure of the monolayer was performed using ImageJ software and results are expressed as the percentage of wound closure. This assay was repeated three times independently. For the conventional invasion assays, 1 × 10^5^cells/well were seeded in the upper chamber, which was coated with Matrigel (Corning), and serum-free medium containing VP was added to the lower chamber. After 24 h, non-migrating cells were removed from the upper chamber with a cotton swab, and the cells on the lower surface of the insert were stained with Diff-Quik stain (Biochemical Sciences, Swedesboro, NJ); the invading cells were counted by microscopy. All experiments were repeated three times.

### Immunohistochemistry

Representative formalin-fixed, paraffin-embedded tissue sections (5 μm-thick) from GC patient tumor samples and mouse xenograft samples were examined by immunohistochemistry (IHC). Tissue sections were deparaffinized in xylene and rehydrated in a graded alcohol series. Antigen retrieval was performed by irradiation (microwave oven) for 20 min in a jar containing 0.01 M citrate buffer (pH 6.0). Endogenous peroxidase was blocked using 3% hydrogen peroxide in phosphate-buffered saline (PBS) for 15 min. The specimens were incubated with a protein-blocking solution consisting of PBS (pH 7.5) with 5% normal horse serum for 30 min at room temperature. Incubation with primary antibodies was performed at 4°C overnight. Primary antibodies included anti-FAT1 (A304-403A; Bethyl Laboratories Inc., Montgomery, TX, USA) diluted 1:250 and anti-Ki67 (ab833; Abcam, Cambridge, UK) diluted 1:50. The samples were then rinsed and incubated with peroxidase-conjugated anti-goat IgG for 1 h at room temperature. Next, the slides were rinsed with PBS and incubated for 5 min with an ImmPACT DAB Kit (VECTOR Laboratories, Burlingame, CA, USA). The sections were washed three times with distilled water, counterstained with Mayer's hematoxylin (Sigma-Aldrich, St Louis, MO), and washed once each with distilled water and PBS. Slides were mounted using a Universal Mount (VECTOR Laboratories) and examined using a bright field microscope. FAT1 and Ki67 expression in tumor cells was assessed by independent pathologists according to previously described methods.

### Xenograft experiments

Male athymic nude mice were purchased from Oriental Bio (Seoul, Korea) and maintained according to the Animal Experimentation Guidelines of the ASAN Medical Center. All mouse studies were approved and supervised by the ASAN Medical Center Institutional Animal Care and Use Committee (IACUC No. 2015-14-047). All animals used were 8–12 weeks of age at the time of injection. To establish tumors, cell (4 × 10^6^ cells in 50 μl of normal saline) were injected subcutaneously in the right dorsal flank injecting 50μl of cells at one time. For the VP treatment, VP was purchased from [U.S. Pharmacopeial Convention (USP)]. VP was dissolved in dimethyl sulfoxide (DMSO) was diluted using phosphate-buffered saline (PBS), and the mice were injected intraperitoneally with VP (10 mg/kg) every two days as described previously with minor modification [25]. VP treatment continued for 3 weeks following tumor cell injection. At the time of sacrifice, mouse weight, tumor weight, and location of tumors were recorded. Tumor tissue was snap-frozen for lysate preparation. The individuals who performed the necropsies, tumor collection, and tissue processing were blinded to treatment group assignments.

### Transgenic gastric cancer mice models

Gastritis and GC animal models were developed using K19-C2mE [Tg(Krt19-Ptgs2, Krt19-Ptges)8Tko] and Gan (K19-Wnt1/C2mE) [Tg(Krt19-Wnt1)2Maos/Tg(Krt19-Ptgs2, Krt19-Ptges)8Tko] transgenic mice, as described previously [14].

### Western blotting

Western blot analysis was performed as described previously [16]. After blocking the membrane with bovine serum albumin (BSA), anti-FAT1 (A304-403A; Bethyl Laboratories Inc.), anti-YAP1 (sc-500; Santa Cruz Biotechnology), anti-β-actin (A5316; Sigma-Aldrich), or anti-α-tubulin (#3873; CST) antibodies diluted 1:1000 in (BSA) were applied.

### shRNA silencing of FAT1

Small hairpin (sh) RNA vectors were purchased from Sigma infusion systems (targeting sequence: FAT1#156 (TRCN0000245156); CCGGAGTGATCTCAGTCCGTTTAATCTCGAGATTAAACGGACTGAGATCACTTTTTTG, FAT1#024 (TRCN0000038024); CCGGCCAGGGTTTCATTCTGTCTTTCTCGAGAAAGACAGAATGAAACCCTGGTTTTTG. To produce lentiviral particles, the vector was co-transfected using Lipofectamine 3000 (Invitrogen) with the lentiviral packaging and envelope plasmids psPAX2 and pMD2.G (Addgene) into 293FT cells. At 48–72 h post transfection. Pooled supernatants were concentrated using an Amicon Ultra-15 50K cutoff filer device (Millipore). Cells were transduced with the virus-containing medium at a moderate multiplicity of infection (MOI=3) and selected in 1 μg/ml puromycin. Experiments examining the effects of shRNA were performed 2–4 days after transduction.

### Organoid culture

The organoid culture protocol was as previously described [3] with minor modifications. Gastric fundus organoids were derived from surgical samples from GC patients from the Asan Medical Center Seoul, Korea (IRB No. S2017-1308-0001). GC tissue was mixed in Matrigel (BD Biosciences, San Jose, CA) in culture. The cell/Matrigel mixture was cultured in Advanced DMEM/F-12 medium (Invitrogen, Carlsbad, CA) containing Wnt-conditioned medium and R-spondin-conditioned medium supplemented with gastric growth factors including bone morphogenetic protein inhibitor, noggin (PeproTech, Rocky Hill, NJ), gastrin (Sigma, St Louis, MO), epidermal growth factor (PeproTech), and fibroblast growth factor 10. Cells matured into organoids after 1–2 days. Gastric organoids were passaged every 12 days.

### Organoid immunostaining

To identify the number of proliferating cells, GC organoids were incubated in 5 mM 5-ethynyl-2’-deoxyuridine (EdU; Invitrogen) in growth medium for 1 hour at 37°C. Organoids were fixed for 15 minutes with 4% para-formaldehyde in PBS at room temperature and then washed in 3% BSA in PBS twice for 5 minutes. Organoids were permeabilized using 0.5% Triton X-100 in PBS for 15 minutes at room temperature, followed by two washes in 3% BSA in PBS. The Click iT reaction cocktail (#C10340; Invitrogen) was added to the cells according to the manufacturer's instructions and incubated for 30 minutes at room temperature, followed by two washes in PBS. Organoids were then incubated with the DNA dye Hoechst 33342 (Invitrogen) at a dilution of 1:1000 in PBS for 30 minutes and washed twice with PBS. Fluorescence microscopy was performed using an LSM780 inverted confocal laser scanning microscope (LSM: Carl Zeiss, Jena, Germany). Total cell number and EdU-labeled nuclei were counted and expressed as a ratio of EdU-positive cells/ total cell number.

### Confocal laser scanning microscopy

Fluorescence microscopy was performed using an LSM780 (Carl Zeiss). LSM observations were all performed at room temperature. For dual color observation, EdU and FAT1 were detected by excitation at 647 nm using an argon laser (0.3% laser output) with a 650 to 670 nm long pass filter, and by excitation at 488 nm using a DPSS laser (0.3% laser output) with a 495 to 519 nm long pass filter, respectively. To avoid bleed-through effects in double-scanning experiments, EdU and FAT1 were scanned independently in multi-tracking mode. The z-stack profiles (total stack size, 80 μm) were acquired at 2 μm intervals from the bottom to the top of the organoid. Microscopy images were processed and analyzed using ZEN2012 software installed on the LSM780.

### Concave microwell migration and invasion assay

A recently developed concave microwell system [15], [20] was used to assay cell migration and invasion. A 0.1 ml suspension of AGS cells at a concentration of 2 × 10^6^ cells/ml was directly seeded on top of the concave microwell-arrayed polydimethyl siloxane (PDMS) plate with gentle shaking, and the cells were allowed to become trapped within the concave microwells. Thirty minutes after seeding, when most AGS cells had settled within the concave microwells, a flow of culture medium was gently applied to remove any remaining in suspension.

### Microfluidic chip device with collagen scaffold

To evaluate the effect of VP on cell migration, a microfluidic assay incorporating a hydrogel scaffold was fabricated as previously described [4], [9]. Briefly, the microfluidic devices were made of PDMS Sylgard 184 (Dow Chemical, MI, USA) patterned on an SU-8-patterned silicon wafer (MicroChem, MA, USA) using a conventional soft lithography process. The scaffold region was filled with type 1 collagen (BD BioSciences, MA, USA). After gelation, MKN45 cells (2 × 10^6^ cells/ml) were seeded into the microfluidic channel (center channel). After cell attachment, culture medium was introduced into all the channels (cell, control, and drug channels). One day after cell seeding, medium was refreshed and 5 μM VP was introduced into the drug channel.

### Statistical analysis and survival analysis

The random variance t-test was applied to identify genes differentially expressed between the two classes using BRB-ArrayTools (National Cancer Institute, Bethesda, MD). Gene expression differences were considered statistically significant if the p-value was <0.001. Cluster analysis was performed with Cluster and Treeview. Kaplan–Meier plots and log-rank tests were used to estimate patient prognosis.

## SUPPLEMENTARY MATERIALS FIGURES

# Supplementary material for: Verteporfin inhibits gastric cancer cell growth by suppressing adhesion molecule FAT1
**Source:** Oncotarget. 2017 Oct 19;8(58):98887–97. doi: 10.18632/oncotarget.21946
**Supplement:** Supplementary file 1

Verteporfin inhibits gastric cancer cell growth by suppressing adhesion molecule FAT1

SUPPLEMENTARY MATERIALS

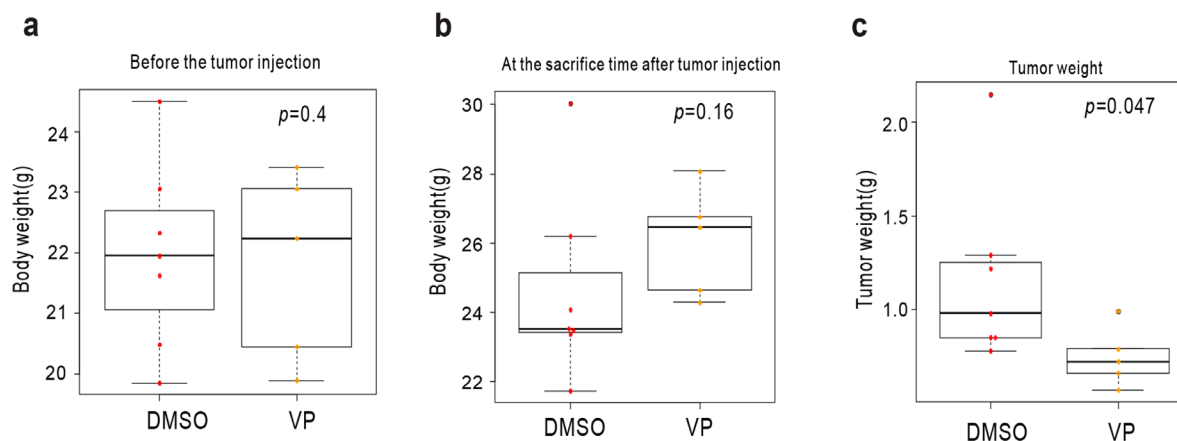

Supplementary Figure 1: VP treatment in xenograft mouse. (a-c) NCI-N87 GC cells were injected into nude mice with or without VP, and body weight and tumor volume was measured at the indicated time points. Mice were sacrificed and tumor volumes were measured. To see the significant difference between DMSO and VP, student *t-test* was used.

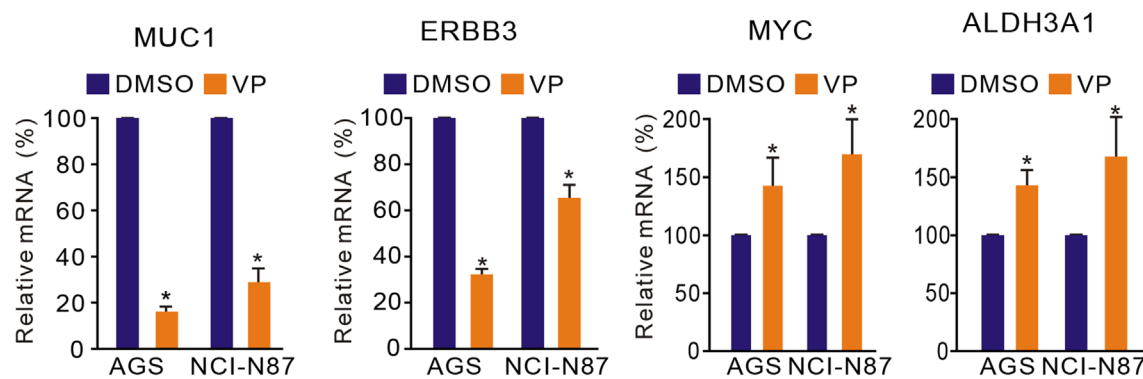

Supplementary Figure 2: Gene expression by VP treatment in gastric cancer cells. Indicated gastric can cells were treated with VP (3m M) for 48 hrs and the cell lysates were used for qRT-PCR analysis with indicated genes. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.001$.

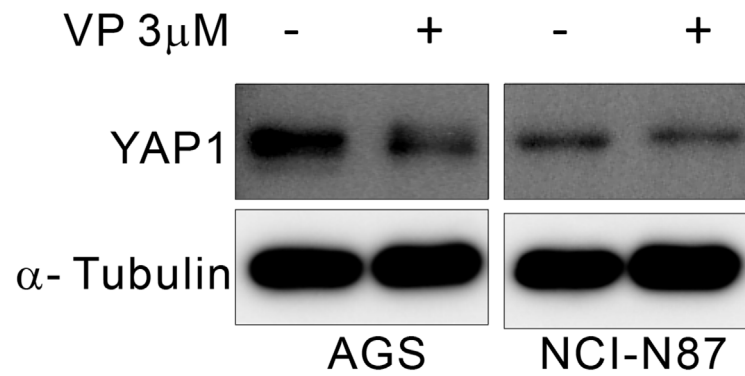

Supplementary Figure 3: YAP1 gene expression by VP in gastric cancer cells. YAP1 protein expression in indicated gastric cancer cells after VP treatment. The cell lysates were used for WB analysis with YAP1 antibody and α -tubulin was used as loading control.

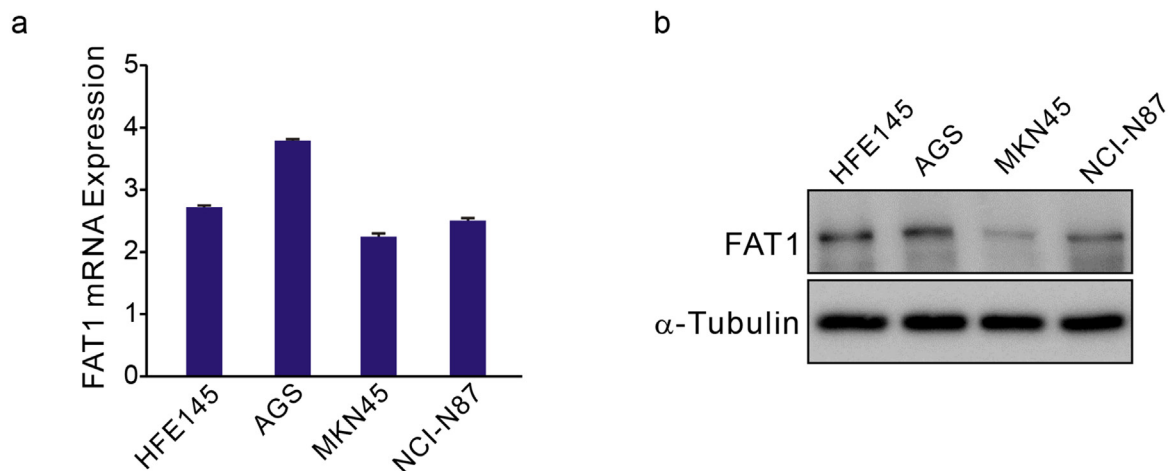

Supplementary Figure 4: FAT1 gene expression in gastric cancer cells in indicated gastric cancer cells. FAT1 mRNA (a) and protein expression (b) in indicated gastric cancer cells. The cell lysates were used for qRT-PCR with FAT1 probe and FAT1 expression level was normalized with PPIA genes. The cell lysates were also used for western blot analysis to detect FAT1 protein level.

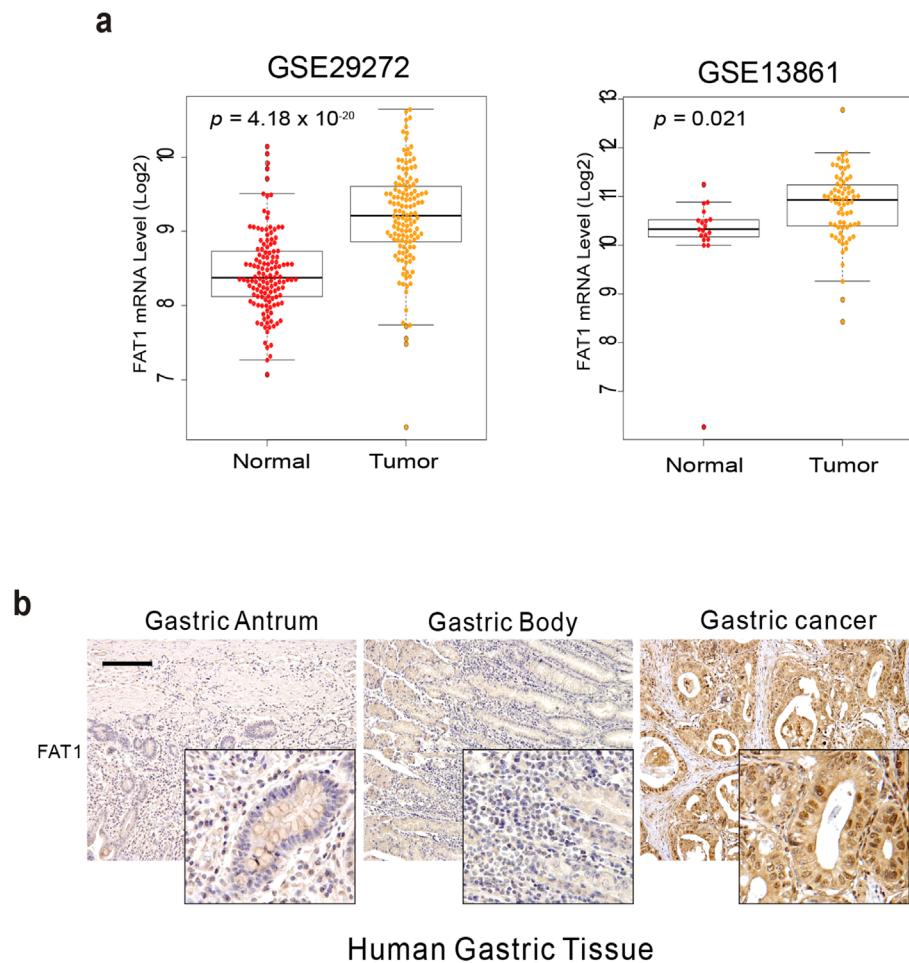

Supplementary Figure 5: FAT1 expression in human gastric cancer. (a) FAT1 expression in indicated gastric cancer cohort. The p values were calculated by Student t -test. **(b)** IHC form gastric cancer patients using FAT1 antibody.

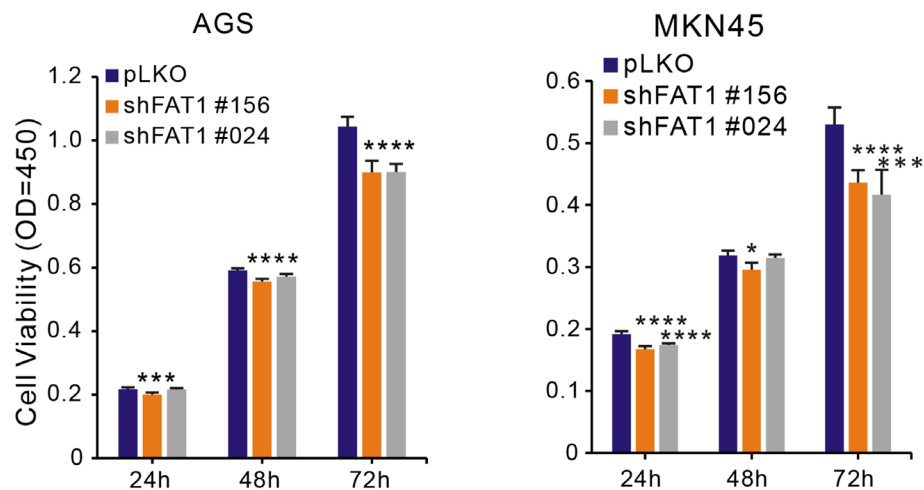

Supplementary Figure 6: Cell proliferation by FAT1 in gastric cancer cells. VP was treated to indicated gastric cancer cells and CCK8 was done at the indicated time. Student *t*-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.05$, **, $p < 0.01$, ***, $p < 0.005$, ****, $p < 0.001$.

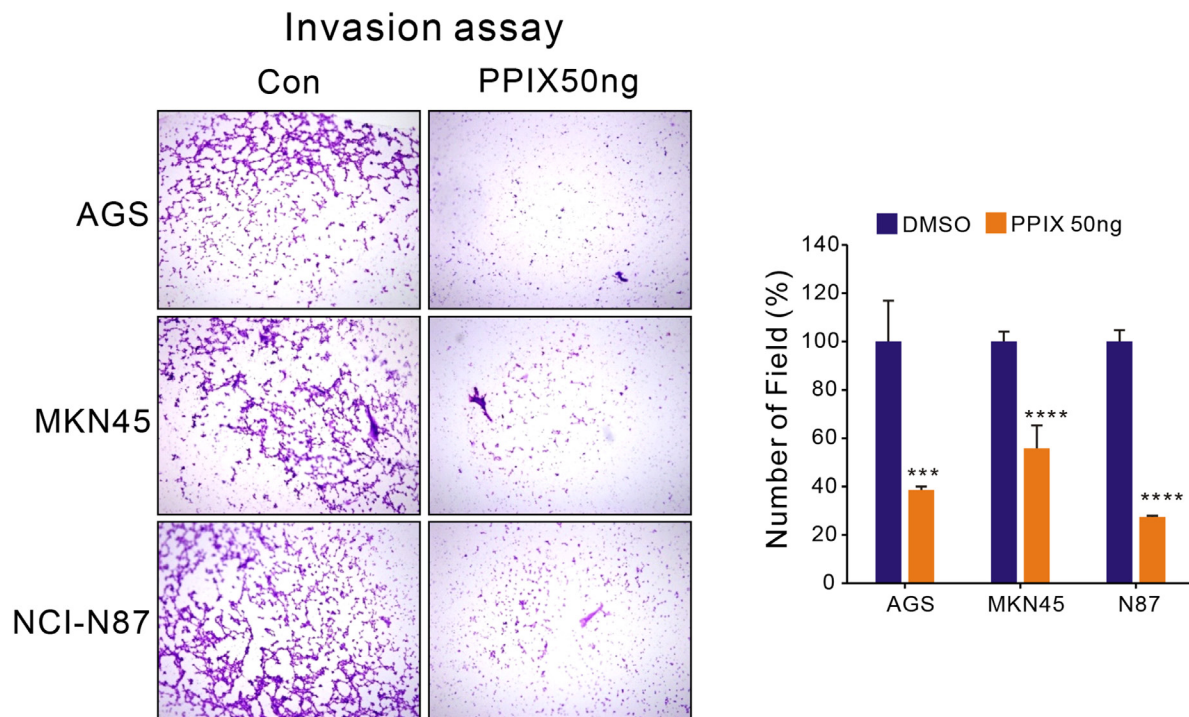

Supplementary Figure 7: PPIX effect in cell invasion Conventional cell invasion assay. Cells (1×10^5 cells/well) were seeded in the upper chamber, which was coated with Matrigel, and growth medium containing PPIX (50 ng) was added to the lower chamber. After 48 h of incubation, the cells that invaded the lower surface of the insert were stained with Diff-Quik stain and counted by microscopy. The p values were calculated by Student t -test. ***, $p < 0.005$, ****, $p < 0.001$.

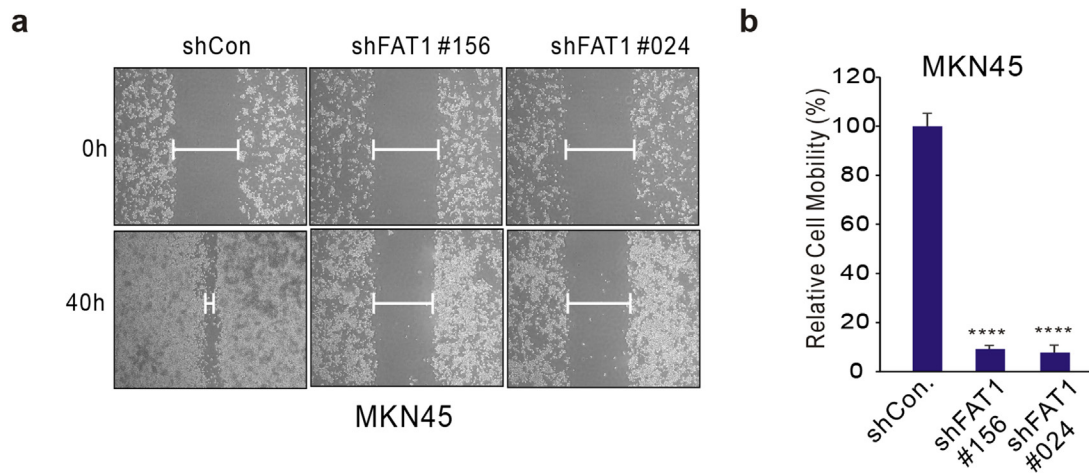

Supplementary Figure 8: FAT1 function in cell migration. (a) MKN45 cells were infected with shCon or shFAT1 and wound healing assay was done. (b) wound healing assay with infected cells was done. The p values were calculated by Student t -test. ****, $p < 0.001$.

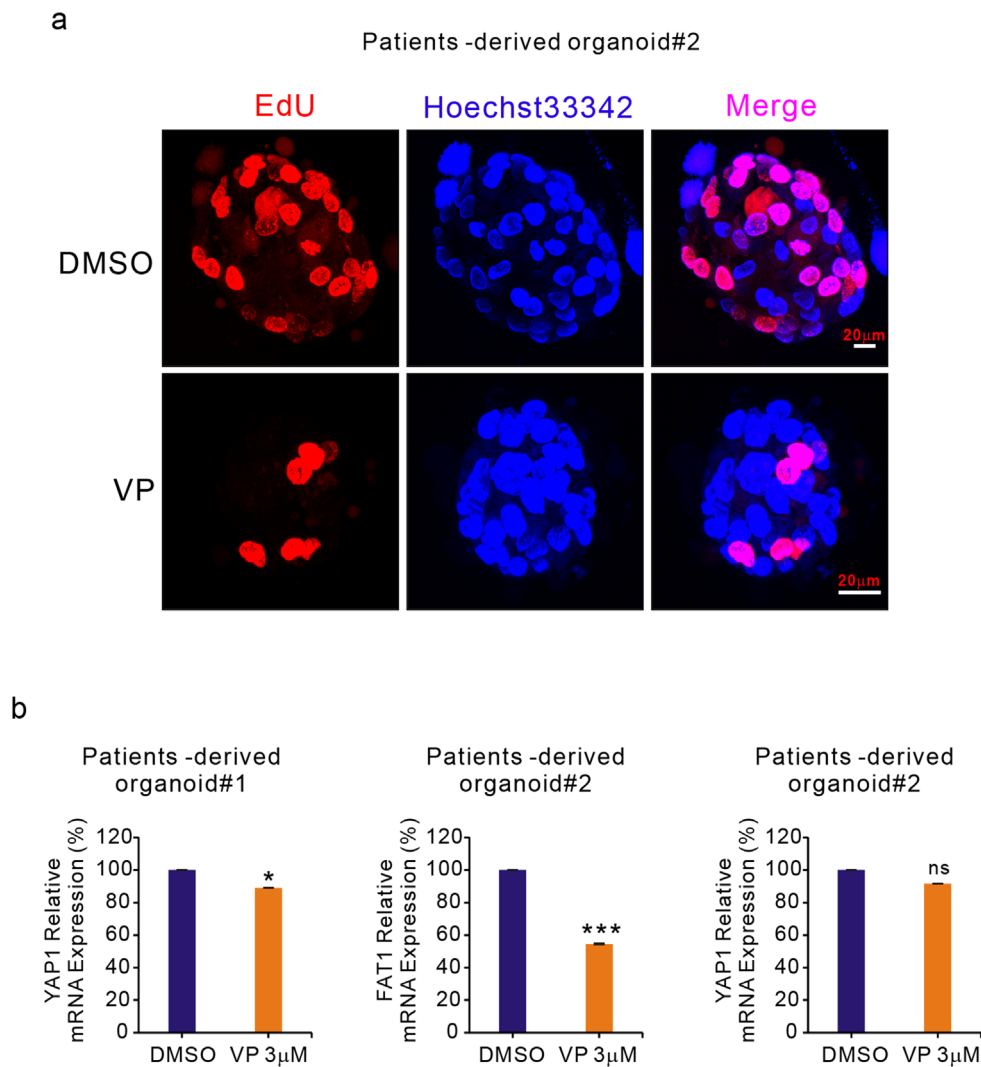

Supplementary Figure 9: Anti-proliferative effect of VP in human organoid. (a) Human organoid was isolated from gastric cancer patient. Isolated tissue was cultured following the protocol. Organoid was stained with EdU to measure the growth. (b) FAT1 and YAP1 expression level from the organoid using qRT-PCR. The *p* values were calculated by Student *t*-test. *, *p*<0.05, ***, *p* <0.005

How the deposited data were processed for this re-analysis (not part of the article)

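Gene expression was measured on 12 Illumina HumanHT-12 V4 arrays, 3 of DMSO-treated and 3 of VP-treated cells in each of AGS and MKN45. Samples were grouped by the names of the columns, which match the sample labels. The authors deposited a table of probe signals, which are linear intensity values, each with a detection p-value that the scanner software gives against the array's negative controls. Their processing notes name GenomeStudio, with no version given in the sources used here, and whether the background had been subtracted is not given. The authors also deposited a value table of log2 levels, which the methods describe as quantile normalized with limma. Its sorted values were identical within each line and differed between the lines, with medians of 6.61 and 6.63, so the authors normalized the lines separately. Levels of the lines in it are not on one scale, and the tests of a difference between lines in it compare changes within each line.

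The design, the alternatives and the gene lists were fixed before the data were examined, with the signals as the source of each result and the value table as deposited as an alternative. Once the tables were open it was seen that they give opposite directions for FAT1 and that the rows of the value table are out of step past row 21197. The signals were kept as the source, since a change would have been made after seeing that the value table comes closer to the paper. The value table with its names moved by 1 past that row, its rows before that point, and a filter from its own background were added after seeing the data, as were counts over every probe of the value table and, with the random variance test, of the signals. The count over every probe with limma was added after it had been seen, and the random variance test after all other counts had been seen. The legend of Figure 2b names a plain two-sample test with permutations. The methods' t-test here is that test with p-values from the t distribution, and the permutations were not run. The statistics section of the methods names the random variance test of BRB-ArrayTools. In the random variance test, the variances of all genes share a prior fitted by maximum likelihood. The values of the table given in the text are those with the names moved, unless another form is named. Its last row, of linear signals, was left out, and all columns of both tables could be given a sample.

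Signals were background corrected by the normexp model with the background taken from the detection p-values, with an offset of 16, quantile normalized over all 12 arrays and log2 transformed (neqc of limma 3.58.1 in R 4.3.3). Probes with a detection p-value under 0.01 on all 3 arrays of at least 1 group were kept, 16021 of 47323. Of all probes, 30113 had 1 gene symbol in the platform annotation, 8 had several and 17202 had none and are unnamed here. Entrez identifiers of 30074 matched the RefSeq gene table, which changed 0 symbols. The probe with the highest mean over the arrays stood for its gene. A probe of the signals was called above background on an array by the same detection p-value, and one of the value table by the background of that table, taken from the mode of each array and the spread of the values below it. Of all genes named, those above background on only some arrays of a group, whose changes are given as measured wherever they are given, were in the signals ADM in MKN45 (2 of 3 DMSO arrays), AXL in MKN45 (2 of 3 VP arrays), CLDN2 in AGS (2 of 3 VP arrays), HKDC1 in MKN45 (1 of 3 DMSO arrays), IGFBP5 in AGS (2 of 3 DMSO arrays), KIF26B in MKN45 (2 of 3 VP arrays), MMP10 in MKN45 (1 of 3 DMSO arrays), PLAC8 in AGS (1 of 3 DMSO arrays), PLAC8 in MKN45 (1 of 3 DMSO arrays), RNY1 in MKN45 (2 of 3 VP arrays), SCARNA9 in AGS (2 of 3 DMSO arrays), SNCAIP in MKN45 (2 of 3 VP arrays), SNORA26 in MKN45 (1 of 3 VP arrays), TFF1 in MKN45 (2 of 3 DMSO arrays), THBS1 in AGS (1 of 3 VP arrays), ZNF121 in AGS (1 of 3 VP arrays), ZNF121 in MKN45 (2 of 3 DMSO arrays and 2 of 3 VP arrays), ZNF679 in AGS (1 of 3 DMSO arrays and 2 of 3 VP arrays) and ZNF679 in MKN45 (1 of 3 DMSO arrays) and in the value table AKR1C3 in AGS (2 of 3 DMSO arrays), BST2 in MKN45 (2 of 3 DMSO arrays and 2 of 3 VP arrays), CDKN1C in MKN45 (2 of 3 DMSO arrays), CHAC1 in MKN45 (2 of 3 DMSO arrays), FGB in AGS (1 of 3 VP arrays), GRHL3 in MKN45 (1 of 3 DMSO arrays and 2 of 3 VP arrays), HMOX1 in MKN45 (1 of 3 DMSO arrays), KIF26B in MKN45 (2 of 3 DMSO arrays and 2 of 3 VP arrays), LIFR in MKN45 (2 of 3 VP arrays), MYH4 in MKN45 (1 of 3 DMSO arrays), PTPRH in MKN45 (1 of 3 DMSO arrays), TCN1 in MKN45 (2 of 3 VP arrays), THBS1 in AGS (2 of 3 VP arrays), ZNF121 in AGS (2 of 3 VP arrays) and ZNF121 in MKN45 (2 of 3 DMSO arrays). The bound of a change where a probe was above background on no array of a group is the mean of the other group minus the mean, over the arrays, of the higher of the probe's own level and the lowest level among probes above background. Measured means of both groups were kept beside it. The depth of an array is its signal over background. Between 14523 and 16571 probes per array passed the detection threshold, and the number of arrays limits the precision.

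VP was compared with DMSO in each line with lmFit and eBayes of limma over the 6 arrays of that line, two-sided, with Benjamini-Hochberg adjustment over the 9696 genes, at an adjusted p under 0.05. The paper's threshold, an unadjusted p under 0.001, was applied as well. A difference of the VP effect between lines was tested as an interaction over the 12 arrays. Gene lists were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01 and with an estimated one, with adjustment over the 33 of 36 lists that had at least 3 measured genes. Single genes with 3 arrays against 3 were given an exact permutation test, which cannot go below 0.1. On simulated arrays with the means and spreads of the real genes and 200 changed genes, of 67 genes changed by 1 on the log2 scale 97% were called in AGS and 86.6% in MKN45 with the spread of the signals, over 9696 genes.

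The genes named are those the paper names, the 8 largest rises and falls in each line and in both lines among genes past the threshold, up to 4 members of a list described with the smallest p, and the 8 largest differences between lines in each direction. For the genes of a single line alone, the rule also asked that the arrays of its groups do not overlap and that the gene is detected in a whole group of that line. Genes named for both lines, for a list or for a difference between lines need not meet this. The rule was applied to the signals and, for the genes of both lines, the lists and the differences, to the value table. The alternatives were no background correction, a median shift, no detection filter or detection on all arrays, the mean of the probes or every probe, eBayes with trend and robust, all 12 arrays in 1 fit, the methods' t-test, the random variance test, the replicate number as a block, leaving out each array in turn, an estimated correlation for lists, and the value table. Lists without the genes the study picked were added after the lists had been tested. A slide block was not run, as no slide is given.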

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

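The tests of the table differences, of the moved rows and of the likeness of the signal columns were chosen after those patterns were seen; the splits of the arrays were chosen before. For these 3 patterns the design gives no biological explanation, and none was tested.

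The effect of VP differed between AGS and MKN45 for 1087 genes in the signals and 1132 in the value table at an adjusted p under 0.05 for the interaction in limma. The number from the signals was 698 without AGS VP replicate 1 and 684 without AGS VP replicate 2. In the signals the changes most in favour of MKN45 (MKN45 change minus AGS change, log2) were in CST4 (2.26), ZNF121 (1.94), GRHL3 (1.92), KLRC2 (1.78), FGD3 (1.77), NPPB (1.60), ZNF679 (1.59) and PSG11 (1.58), and those most in favour of AGS in IFI27 (-3.08), TRIB3 (-2.65), BST2 (-2.62), MYH4 (-2.43), FGG (-2.42), MMP10 (-2.40), PLAC8 (-2.22) and IFIT3 (-1.99). IFI27, BST2 and IFIT3 are interferon-induced genes and TRIB3 is a target of ATF4. BST2 rose by at least 0.56 in AGS and fell by 1.75 in MKN45. The value table had PTPRK (1.08), IGFBP5 (0.999), THBS1 (0.99), LIFR (0.97), ANK3 (0.93), CDH17 (0.91), PDGFRA (0.89) and ATP9A (0.89) and CEACAM5 (-1.28), PLOD2 (-1.23), GDF15 (-1.04), PHLDA1 (-1.04), IER3 (-0.99), REG4 (-0.95), CLDN2 (-0.92) and BHLHE40 (-0.89). CEACAM5, REG4 and CLDN2, genes of intestinal-type epithelium, had -1.31, -1.13 and -1.31 in MKN45, and IGFBP5 and PDGFRA had -0.95 and -0.91 in AGS. A whole group of at least 1 line was not above background for CST4, GRHL3, KLRC2, NPPB, TRIB3, BST2, MMP10 and IFIT3 in the signals and for IGFBP5, THBS1, PDGFRA, CEACAM5 and PLOD2 in the value table, so the size of their difference was not measured. Among these, CEACAM5 and PLOD2 in AGS and IGFBP5 and PDGFRA in MKN45 were not above background with DMSO or VP in the value table, so no fall could be measured in that line. FAT1 differed by 0.67 in the value table. Of 100 drawn splits of the arrays within each line, 5 gave as many interaction genes as the real one in the signals (highest other 3101) and 2 did in the value table (highest other 1155). The 4 and 1 other splits as large all kept the real labels of 1 line and so carried that line's whole VP effect, and the splits that mix the labels of a line put its VP effect into the spread. For these reasons the splits do not decide on chance in either table.

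The value table and the signals give different VP effects for the same labels. If the authors' normalization made the difference, signals normalized in the same way would give the value table's effects, but the higher correlation of the lines was -0.0776 before the break in the rows. Moved names past the break do not bring the tables together either, with -0.101 as the higher correlation. Columns in another order would leave each value column a close partner, and the best of all pairs had a rank correlation of 0.842. Log2 transformation and quantile normalization keep the order of probes within an array. Columns of the same name had rank correlations of only 0.781 to 0.832 before the break. These values argue against a value table made from these signal columns by those steps alone. A table made from other arrays may be the reason, and the paper's methods name another series than the one used here. With every probe and the random variance test of the statistics section, added after all other counts had been seen, the value table gave 1413, 947 and 1269 probes in AGS alone, in both lines and in MKN45 alone, which match the numbers in Figure 2b, and the signals gave 2231, 1964 and 1270. All 8 of the paper's tumour genes were among those shared in the value table with that test, against 1 in the signals. The value table thus goes with Figure 2b and the signals do not. Which arrays the signals come from stays open.

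Values past row 21197 of the value table go with the probe on the next row. Within the value table alone, AGS minus MKN45 differences of 3313 pairs of probes of the same gene correlated at 0.072 as deposited and 0.65 with names moved by 1, a gain of 0.573, against 0.67 for pairs before that row. This is consistent with a row lost from the table, where 55.2% of the rows then carry the name of a neighbour. The pairs are across genes, which are not independent replicates.

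The signal columns named AGS and MKN45 are alike. In DMSO arrays 1322 of 9696 genes differed between the lines in the signals and 6978 in the value table, where the lines were normalized apart. The differences correlated at 0.194 between the tables. A candidate explanation is 1 cell line in all signal columns. It would leave differences without a preferred direction, unless those of both tables leaned to the same line, which was not tested. Of 109 genes over 2 on the log2 scale apart in the value table, 84 (77.1%, Clopper-Pearson interval 68 to 84.6% at 95%, with genes taken as independent, which they are not) differed the same way in the signals, with a median of 0.46 there against 2.51. AGR2 was at 7.08 ± 0.36 and 10.13 ± 0.26, CEACAM5 was at 7.00 ± 0.17 and 8.19 ± 0.15 and CDH1 was at 7.12 ± 0.11 and 7.95 ± 0.30 in AGS and MKN45 (SD, n = 3). The remaining marker, MET, differed less, at 8.79 ± 0.13 and 9.00 ± 0.067, against 8.87 and 12.59 in the value table. Correlations between arrays of different lines, 0.963 to 0.983, also lay below those of replicates, 0.989 to 0.996. The share of genes that would differ the same way with 1 cell line was not measured, so 77.1% has no base rate. Lower correlations between the lines than between replicates could also come from 1 cell line handled in separate batches. For these reasons the values do not decide on 1 cell line in all columns. Why the lines differ less in the signals stays open.

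In the signals 14 genes that the paper does not name rose by over 4 on the log2 scale in both lines by the values as measured, and in the value table 0 genes rose by that much in either line. Among the genes of the signals with large rises were TCN1 (at least 5.78 and 4.53), FGB (5.27 and 4.68), LINC02897 (at least 3.01 and at least 4.11) and PTPRH (4.38 and at least 4.52) in AGS and MKN45.

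In AGS 5281 genes and in MKN45 4379 genes passed in the signals, and 2655 and 2271 in the value table. The highest count of the other splits was 0 in each case, and 1 of 10 splits reached the real count, too few splits for a share under 0.05. For genes changed the same way in both lines, 1 of 100 drawn splits reached the 3185 of the signals and 1 the 1058 of the value table (highest other 0 in both). This excludes chance only for labels with no effect in either line, and only between arrays. Whether the arrays of a group came from separate cultures is not stated, so chance differences between cultures were not tested. Splits that mix the labels put a VP effect into the spread, so they do not test whether the lines share more genes than their separate effects would give.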

How the results depend on the processing

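The choice between the signals and the value table changed the results most. Forms of the value table with moved names, its rows before the break, its own background filter, the counts over every probe, the random variance test and lists without the genes the study picked were added after the data were seen. The numbers of genes in AGS, in MKN45 and the same way in both at an adjusted p under 0.05, then in AGS, in MKN45 and in both at an unadjusted p under 0.001, were 5281, 4379, 3185, 2953, 2141 and 1477 in the signals. They were 2071, 1813, 830, 1192, 1087 and 522 in the value table as deposited, 2655, 2271, 1058, 1455, 1275 and 621 with names moved, 1260, 1087, 512, 692, 621 and 299 in rows before the break, where fewer genes were tested, and 2705, 2492, 1080, 1505, 1399 and 638 with its own background filter. Over every probe of the value table as deposited they were 3286, 2982, 1196, 2459, 2290 and 968 with limma, 608, 415, 137, 789, 674 and 214 with the methods' t-test and 3157, 2894, 1159, 2360, 2216 and 947 with the random variance test. The methods' t-test on the signals gave 4245, 3121, 2129, 1416, 861 and 386. The random variance test gave 5277, 4397, 3188, 2988, 2160 and 1502 on the signals, 6860, 5426, 3397, 4195, 3234 and 1964 over every probe of them and 2625, 2244, 1046, 1409, 1251 and 606 in the value table with names moved. Counting every probe gave 6598 in MKN45. The count of genes whose effect differed between the lines was 1087, against 577 in the rows before the break, 476 over every probe of the value table with the methods' t-test and 709 over every probe of the signals with the random variance test. Every other count of these 7 kinds that was run stayed within 1.5 times the value from the signals, apart from those without 1 array. Leaving out each MKN45 array in turn gave 1362 to 1900 genes in MKN45 at an unadjusted p under 0.001, with the lowest without VP replicate 2. Leaving out each of the 12 arrays gave 684 to 1109 genes whose effect differed, with 698 without AGS VP replicate 1 and 684 without AGS VP replicate 2. Causes other than the numbers of genes and arrays were not tested.

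The log2 change of FAT1 was -2.17 in AGS and -1.50 in MKN45 in every form of the value table, against 0.62 and 0.29 in the signals. In AGS the signal's rise kept its direction and an adjusted p under 0.05 in all other alternatives run for single genes except the methods' t-test (adjusted p = 0.0536; 0.62). In MKN45 the call was lost with a median shift (0.17, adjusted p = 0.197), no detection filter (0.29, 0.0545), the mean of probes (0.26, 0.0761), all arrays in 1 fit (0.29, 0.0734) and the replicate block (0.29, 0.0566), and without any single MKN45 array (0.26 to 0.33). The mean change of the cell movement list in AGS was 0.24 in the signals and lost its call with a median shift (0.20, adjusted p = 0.147), with an estimated correlation (adjusted p = 0.466), without the genes the study picked (0.24, adjusted p = 0.0769) and without some AGS arrays (0.22 to 0.26). Its value-table mean was -0.28 as deposited, -0.32 with names moved, -0.42 before the break, -0.32 with its own filter and -0.25 with names moved and without the genes the study picked, and in MKN45 -0.20, -0.23, -0.31, -0.23 and -0.19. With an estimated correlation, 0 of the 12 lists called in AGS and 0 of the 9 in MKN45 were called in the signals, where the number of lists at an unadjusted p under 0.05 was 9 and 4 in camera. In MKN45 the value table called 19 lists as deposited, 16 with names moved, 17 before the break and 18 with its own filter.

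With names moved in the value table, the log2 change was opposite in sign to that in the signals for ADM -0.11 and -0.72, AKR1C3 0.75 (MKN45), ALCAM -1.55 (AGS), ALDH3A1 0.43 and 0.78, ANK3 -0.39 (AGS), ANKRD1 0.41 and 0.065, BHLHE40 -0.54 (MKN45), BST2 -0.18 and 0.012, CBLIF -0.11 (MKN45), CCN2 -0.26 (MKN45), CDC42EP5 -0.041 (AGS), CDH17 -1.64 and -0.73, CDKN1C 0.19 (MKN45), CEACAM5 -0.030 and -1.31, CPD -1.62 and -1.14, CST2 -0.044 (AGS), CST4 -0.19 and -0.074, DANCR 0.35 and 0.29, DDIT4 -0.32 (MKN45), DSG2 -1.90 and -1.33, EGFR -0.62 and -1.04, F3 -0.23 and -0.80, FGA -0.99 and -0.83, FGB -0.36 and -0.29, FGFBP1 0.15 (MKN45), FGG -1.07 and -0.79, FOS -0.39 and -0.57, GDF15 -0.22 (MKN45), GLG1 -1.83 and -1.34, GRHL3 0.011 (MKN45), HBEGF -0.11 and -0.11, HK2 -0.22 (MKN45), HKDC1 -0.012 (AGS), HMOX1 0.87 and 0.21, HSD3B1 -0.045 and -0.011, HSP90B1 -1.22 and -1.07, HSPA1B 0.20 (AGS), HSPA8 0.019 (AGS), IER3 -0.54 (MKN45), IFI27 -0.14 (AGS), IFIT3 0.13 (MKN45), IGF2R -1.64 and -1.39, IGFBP5 -0.95 and 0.050, ITGA2 -1.18 and -1.12, ITGA5 -0.36 and -0.43, ITGAV -1.36 and -0.93, ITGB1 -1.49 and -0.91, KLRC2 -0.027 (AGS), LAMC1 -1.83 (AGS), LIFR -1.15 and -0.19, MMP1 -0.025 (AGS), MMP10 -0.0067 and -0.0023, MMP9 -0.030 and -0.0013, MUC13 -0.47 and -1.34, MYC 0.075 (MKN45), MYH4 -0.017 (AGS), NOP16 0.43 (AGS), NPPB -0.011 (AGS), P4HA1 -0.77 and -1.04, PHLDA1 -0.42 (MKN45), PLAC8 -0.23 (MKN45), PLOD2 -0.020 and -1.25, PPIA 0.044 (AGS), PSG11 -0.071 (MKN45), PTPN14 -0.21 (AGS), PTPRH -0.028 (AGS), PTPRK -1.42 (AGS), RNVU1-7 0.75 and 0.47, RNY1 0.64 and 0.71, SCARNA13 0.45 (AGS), SLC2A3 -0.93 and -0.86, SNORA26 0.72 and 0.50, SNORA80E 0.59 (MKN45), SNORD99 0.25 and 0.064, SQSTM1 0.51 (MKN45), TCN1 -0.11 and -0.26, TFF1 -0.018 (MKN45), TXNIP -1.08 and -1.63, VGLL1 0.014 (AGS), YAP1 -0.13 and 0.28, ZNF121 -0.056 (MKN45), ZNF679 -0.052 (MKN45), in AGS and MKN45. With the rows named as deposited, where values past the break belong to a neighbouring probe, it was opposite with these values: MKI67 0.13 and 0.17, MMP1 -0.0067 and -0.0023, MMP10 -0.026 (AGS), MMP9 -0.026 (MKN45), MUC13 -0.0077 (MKN45), MYC 0.21 (MKN45), MYH4 -0.063 (MKN45), NOP16 0.27 (AGS), NPPB -0.020 and -0.015, P4HA1 -0.58 and -0.47, PLAC8 -0.016 and -0.35, PLOD2 -0.69 and -0.49, PSG11 -0.13 (MKN45), PTPRH -0.064 (AGS), PTPRK -0.0077 (AGS), RNVU1-7 0.22 and 0.068, RNY1 0.049 and 0.22, SCARNA13 0.15 (AGS), SNCAIP 0.051 and 0.039, SNORA26 0.25 and 0.052, SNORA80E 0.046 (MKN45), SNORD99 0.0063 and 0.12, TFF1 -0.032 (MKN45), THBS1 0.013 (MKN45), TRIB3 -0.047 and -0.073, VGLL1 0.033 and 0.069, YAP1 0.25 (MKN45), ZNF679 -0.059 (MKN45). Before the break the values were NOP16 0.37 and 0.028. Values that round to those with names moved are not repeated for these forms or for its own filter. Among alternatives on the signals, the sign turned with mean of probes, GCLM in MKN45 -0.15 and IFIT3 in MKN45 0.055; with median shift, HSP90B1 in AGS -0.14, PLOD2 in MKN45 -0.027, SCARNA13 in AGS 0.0051 and SQSTM1 in AGS -0.073. Without 1 array of the line, values whose sign turned for some array ranged from -0.16 to 0.074 for AKR1C3 in MKN45, from -0.015 to 0.042 for HSP90B1 in AGS, from -0.019 to 0.17 for LAMC1 in AGS, from -0.12 to 0.25 for PLOD2 in MKN45, from -0.16 to 0.14 for RNVU1-7 in AGS, from -0.12 to 0.023 for SCARNA13 in AGS, from -0.052 to 0.24 for SLC2A3 in MKN45, from -0.029 to 0.13 for SNORA80E in AGS, from -0.11 to 0.37 for ZNF121 in MKN45. These are values as measured, also where a probe was not above background, and IFIT3 is read by different probes in the 2 tables.

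For gene lists, the direction of camera, which sets a list against all other genes, turned for the cell movement list in both lines of the value table, as given above, and in these cases, given with the mean log2 change, whose own sign need not turn. With names moved in the value table they were ribosome biogenesis list 0.18 and 0.039, heat shock list 0.094 (AGS), immediate early list -0.035 (MKN45), hypoxia angiogenesis list -0.13 and -0.33, YAP and TEAD target list -0.11 (MKN45), invasion proteases list -0.30 and -0.19, large secretory glycoproteins list -0.87 and -0.56, cadherins list -0.99 and -0.70, unfolded protein response list -0.17 and -0.17, tumour gene list -1.55 and -0.997, migration receptor list -0.40 and -0.27, integrin and focal adhesion list -0.34 and -0.29, actin motility list -0.0018 (MKN45), proliferation list 0.0076 (AGS), in AGS and MKN45. Where they did not round to the same value, they were, as deposited, ribosome biogenesis list 0.083 and 0.0078, heat shock list 0.088 (AGS), immediate early list -0.022 (MKN45), hypoxia angiogenesis list -0.032 and -0.21, invasion proteases list -0.22 and -0.16, large secretory glycoproteins list -0.69 and -0.46, cadherins list -0.92 and -0.66, migration receptor list -0.36 and -0.21, integrin and focal adhesion list -0.33 and -0.28, before the break ribosome biogenesis list 0.031 (MKN45), heat shock list 0.081 (AGS), immediate early list -0.023 (MKN45), hypoxia angiogenesis list -0.21 (MKN45), YAP and TEAD target list -0.12 (MKN45), invasion proteases list -0.41 and -0.28, large secretory glycoproteins list -1.07 and -0.72, cadherins list -1.12 and -0.83, unfolded protein response list -0.25 and -0.25, tumour gene list -1.54 and -0.97, migration receptor list -0.42 and -0.25, integrin and focal adhesion list -0.52 and -0.45, actin motility list 0.0014 (MKN45), with its own filter ribosome biogenesis list 0.16 and 0.038, heat shock list 0.092 (AGS), hypoxia angiogenesis list -0.12 (AGS), YAP and TEAD target list -0.12 (MKN45), invasion proteases list -0.32 and -0.20, large secretory glycoproteins list -0.73 and -0.57, cadherins list -0.91 and -0.67, migration receptor list -0.41 (AGS), integrin and focal adhesion list -0.36 and -0.30, actin motility list -0.0049 (MKN45), proliferation list 0.0073 (AGS), and with names moved and without the genes the study picked cadherins list -0.77 and -0.59, integrin and focal adhesion list -0.24 and -0.23, large secretory glycoproteins list -0.75 and -0.46, migration receptor list -0.34 and -0.24. On the signals they were with median shift, the YAP and TEAD target list in AGS -0.042, the NRF2 target list in AGS 0.075, the NRF2 target list in MKN45 0.0065 and the unfolded protein response list in AGS -0.025; with detected on all 12 arrays, the YAP and TEAD target list in AGS -0.070, the cadherins list in AGS -0.25 and the NRF2 target list in MKN45 -0.022; with all 12 arrays in 1 fit, the YAP and TEAD target list in AGS -0.060; with no detection filter, the large secretory glycoproteins list in MKN45 -0.015 and the unfolded protein response list in AGS 0.0063; with no background correction, the NRF2 target list in MKN45 0.027; with mean of probes, the NRF2 target list in MKN45 0.077; with eBayes with trend and robust, the NRF2 target list in MKN45 0.088 and the unfolded protein response list in AGS 0.010; with genes the study picked left out of the list, the cadherins list in AGS -0.18, the cadherins list in MKN45 -0.080 and the integrin and focal adhesion list in MKN45 -0.016. Without 1 array of the line, means of lists whose direction turned for some array ranged from -0.094 to -0.025 for the YAP and TEAD target list in AGS, from -0.070 to 0.069 for the large secretory glycoproteins list in MKN45, from 0.025 to 0.15 for the NRF2 target list in MKN45. Among the lists named here, the mean, the median and the direction of camera differed in sign for cadherins in AGS in the signals (mean -0.056, median 0.31, camera higher), large secretory glycoproteins in AGS in the signals (mean 0.033, median -0.10, camera higher), large secretory glycoproteins in MKN45 in the signals (mean 0.014, median -0.016, camera higher), hypoxia angiogenesis in AGS in the value table (mean -0.13, median 0.0060, camera lower), actin motility in MKN45 in the value table (mean -0.0018, median 0.0053, camera lower) and immediate early in MKN45 in the value table (mean -0.035, median 0.0033, camera lower).

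The replicate number was not shown to pair the arrays, as the correlation of deviations of same-numbered arrays ranged from -0.0959 to 0.21, and not every array correlated best with its own number. In MKN45 in the value table each array did, at 0.055, 0.080 and 0.123. The replicate block was run on the signals only. With the replicate block the counts were 5254, 4417, 3175, 2671, 2026 and 1359. The number of arrays limits all results. Of simulated genes of all levels, a change of 0.5 on the log2 scale was called in 23.9% in AGS with the spread of the signals and 100% with that of the value table, over 9696 genes in each. Far fewer genes were changed there than passed in the real arrays, so the adjustment was stricter than in the real comparison.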

Differences from the paper's values

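The paper reports 947 genes altered in both lines at a p-value under 0.001, and the signals gave 1477 at that threshold. Among the alternatives set before the data were examined, the number lay within 1.5 times the paper's with no detection filter (1360), detection on all 12 arrays (1365) and the replicate block (1359) and without each array in turn (1000 to 1350). It did not with no background correction (1792), median shift (1452), value table as deposited (522), mean of probes (1523), probe level (1977), eBayes with trend and robust (1845), all 12 arrays in 1 fit (1818) and the methods' t-test (386). Of the forms of the value table added after seeing the data, 968 came from every probe with limma, a count seen before it was added, and 638 from its own background filter. Both kept all 8 of the paper's tumour genes among the shared ones, against 1 in the signals and 0 with the methods' t-test on the signals. The random variance test, which the statistics section of the methods names, was chosen after all these values had been seen. Over every probe of the value table it gave 947 shared probes, and 1413 in AGS alone and 1269 in MKN45 alone. All 3 numbers match those of Fig. 2b, and all 8 of the paper's tumour genes were among the shared ones, so none was dropped. On the signals it gave 1502, and 1964 over every probe, and 606 in the value table with names moved. Names moved by 1 (621), rows before the break (299) and every probe with the methods' t-test (214) lay outside that range.

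The paper states that FAT1 fell strongly with VP. In the signals it rose by 0.62 in AGS and 0.29 in MKN45, and in the value table it had -2.17 and -1.50. The heat map of Figure 2b shows the 8 tumour genes lower with VP. In the signals 3 rose and 0 fell in AGS and 4 rose and 2 fell in MKN45, while in the value table 8 fell in AGS and 8 in MKN45. It shows ALDH3A1 and MYC higher. ALDH3A1 had -2.07 and -1.36 in the signals and 0.43 and 0.78 in the value table, and MYC in MKN45 had -0.20 in the signals and 0.075 in the value table, neither past the threshold. The paper states, from Ingenuity Pathway Analysis, that genes of cellular movement were lower with VP. The cell movement list set beside it here is another gene set, counted at an adjusted p under 0.05. In the signals 41 rose and 18 fell in AGS, and 36 rose and 20 fell in MKN45. In the value table 4 rose and 49 fell in AGS, and 7 rose and 46 fell in MKN45.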

Other observations

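In the signals, targets of the stress transcription factors ATF4 and CHOP were higher with VP, as 23 rose and 0 fell in AGS and 19 rose and 0 fell in MKN45 of 23 measured (adjusted p = 4.96e-14 and 6.39e-09, and 0.0555 and 0.427 with an estimated correlation). TRIB3 rose by at least 3.06 and by 1.66 in AGS and MKN45, ASNS by 3.67 and 2.53, CHAC1 by 2.96 and 3.50 and DDIT3, which encodes CHOP, by 1.83 and 2.42. DDIT4 rose by 3.18 and 2.88. Hypoxia and angiogenesis genes rose too, as 20 rose and 2 fell in AGS and 17 rose and 1 fell in MKN45 of 25 measured (adjusted p = 1.21e-07 and 8.63e-07, and 0.132 and 0.418 with an estimated correlation), with ADM, the vasodilator adrenomedullin, at 3.67 and 4.15 and HK2, a hexokinase, at 2.45 and 2.37. Among immediate early genes 18 rose and 0 fell in AGS and 18 rose and 0 fell in MKN45 of 23 measured (adjusted p = 3.37e-08 and 5.42e-07, and 0.0555 and 0.374 with an estimated correlation), with FOS at 2.06 and 2.19. Ribosome biogenesis genes were lower, as 1 rose and 19 fell in AGS and 0 rose and 21 fell in MKN45 of 25 measured (adjusted p = 6.44e-06 and 6.39e-09, and 0.0555 and 0.374 with an estimated correlation), with NOP16 at -1.04 and -1.13. Among heat shock genes 2 rose and 11 fell in AGS and 1 rose and 10 fell in MKN45 of 16 measured (adjusted p = 0.00137 and 0.011, and 0.101 and 0.482 with an estimated correlation), with HSPA8 at -2.23 and -1.24. Of 35 proliferation genes 1 rose and 21 fell in AGS and 1 rose and 16 fell in MKN45 (adjusted p = 5.61e-05 and 0.00289, and 0.0555 and 0.374 with an estimated correlation), and MKI67 had -0.21 or lower and -0.37 or lower. In the value table, among immediate early genes 10 rose and 2 fell in AGS and 4 rose and 5 fell in MKN45 of 23 measured (adjusted p = 0.0274 and 0.586, and 0.203 and 0.604 with an estimated correlation), among ribosome biogenesis genes 12 rose and 0 fell in AGS and 4 rose and 0 fell in MKN45 of 25 measured (adjusted p = 0.000122 and 0.421, and 0.103 and 0.599 with an estimated correlation), among heat shock genes 5 rose and 0 fell in AGS and 2 rose and 5 fell in MKN45 of 16 measured (adjusted p = 0.114 and 0.111, and 0.401 and 0.366 with an estimated correlation) and among proliferation genes 2 rose and 3 fell in AGS and 1 rose and 3 fell in MKN45 of 35 measured (adjusted p = 0.95 and 0.416, and 0.957 and 0.604 with an estimated correlation). AXL in AGS had -0.062 or lower in the value table and -0.085 (adjusted p = 0.466) in the signals.

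The value table showed a different picture. Genes for large secreted or membrane glycoproteins were lower, as 0 rose and 24 fell in AGS and 1 rose and 22 fell in MKN45 of 27 measured (adjusted p = 1.95e-29 and 4.61e-23, and 0.00628 and 0.0127 with an estimated correlation). This list held 3 of the 8 genes the study picked, and without them 21 of 24 fell in AGS and 19 in MKN45 (adjusted p = 0.016 and 0.0141 with an estimated correlation). LAMC1 fell by 1.06 in MKN45, and MUC13, a membrane mucin, fell by 0.47 in AGS and fell by 1.34 in MKN45. In the signals the list was not called (10 rose and 6 fell in AGS and 11 rose and 6 fell in MKN45, adjusted p = 0.822 and 0.849). Housekeeping genes were also called lower in MKN45 in the value table, where 0 of 12 measured rose and 4 fell. The adjusted p was 0.00318 (camera), and 0.105 with an estimated correlation. In AGS 0 of them rose and 2 fell there (adjusted p = 0.326). Targets of NRF2, which responds to oxidative stress, were higher, as 10 rose and 0 fell in AGS and 8 rose and 2 fell in MKN45 of 19 measured (adjusted p = 0.000163 and 0.00106, and 0.129 and 0.0767 with an estimated correlation), with HMOX1, heme oxygenase 1, at 0.87 in AGS and 0.21 in MKN45, GCLM at 0.52 and 0.27, and AKR1C3 at 0.20 and 0.75. HMOX1 was above background on only 1 of the 3 DMSO arrays of MKN45 in the value table. NRF2 targets were not called in the signals (7 rose and 5 fell in AGS and 3 rose and 3 fell in MKN45, adjusted p = 0.699 and 0.99), and HMOX1 fell by 1.36 in AGS and fell by 0.90 in MKN45 there. ATF4 and CHOP targets were higher here too, as 15 rose and 1 fell in AGS and 14 rose and 2 fell in MKN45 of 23 measured (adjusted p = 6.85e-05 and 1.87e-06, and 0.118 and 0.0956 with an estimated correlation). Of hypoxia and angiogenesis genes 4 rose and 6 fell in AGS and 1 rose and 19 fell in MKN45 of 25 measured (adjusted p = 0.221 and 5.34e-12, and 0.427 and 0.0342 with an estimated correlation), with P4HA1, a collagen prolyl hydroxylase, at -0.77 and -1.04 and SLC2A3, a glucose transporter, at -0.93 and -0.86. HSP90B1, the chaperone of the endoplasmic reticulum, had -1.22 and -1.07, in a list of unfolded protein response genes of which 5 rose and 9 fell in AGS and 3 rose and 11 fell in MKN45 of 19 measured (adjusted p = 0.0663 and 0.00346, and 0.242 and 0.0837 with an estimated correlation). In the signals 6 rose and 7 fell in AGS and 9 rose and 2 fell in MKN45 of that list (adjusted p = 0.923 and 0.061). MKI67 had -0.21 and -0.010. PPIA had 0.044 and -0.010 there and -0.76 or lower and -0.93 in the signals. PPIA was read by 1 probe, whose log2 level with DMSO in the signals was only 6.40 in AGS and 6.93 in MKN45. It was above background on 0 VP arrays in AGS.

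Of 33 gene lists, 7 rose and 5 fell in AGS and 6 rose and 3 fell in MKN45 in the signals, against 6 and 8 in AGS and 4 and 12 in MKN45 in the value table. With an estimated correlation, 0 of these calls in AGS and 0 in MKN45 held in the signals, and the value table had 7 lists called in AGS and 6 in MKN45. The lists at an unadjusted p under 0.05 in camera then numbered 9 and 4 in the signals and 12 and 14 in the value table. Further genes with the largest changes in 1 line of the signals, in AGS and MKN45, were CDC42EP5 (5.26 and 3.62), PAGE4 (-2.54 and -0.51 or lower), KIF26B (-1.87 or lower and -1.21), CDKN1C (-1.80 or lower and -0.73 or lower), TMEM50B (-2.30 and -1.54) and JAG1 (-1.45 and -1.87). The median change over all genes was -0.032 in AGS and -0.017 in MKN45 in the signals and 0.025 and 0.015 in the value table. Of the genes tested, 61.5% in AGS and 54.6% in MKN45 had VP arrays that did not overlap the DMSO arrays in the signals, and 40.4% and 37.1% in the value table, where chance gives 10%. Of genes called in both tables, 616 went the same way and 919 opposite ways in AGS, and 430 and 714 in MKN45.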
